# A transcriptomic analysis of *Neurospora crassa* using five major crop residues and the novel role of the sporulation regulator *rca-1* in lignocellulase production

**DOI:** 10.1186/s13068-015-0208-0

**Published:** 2015-02-12

**Authors:** Bang Wang, Pengli Cai, Wenliang Sun, Jingen Li, Chaoguang Tian, Yanhe Ma

**Keywords:** *Neurospora crassa*, Crop residues, Transcriptional profiling, Biomass regulon, *rca-1*

## Abstract

**Background:**

Crop residue is an abundant, low-cost plant biomass material available worldwide for use in the microbial production of enzymes, biofuels, and valuable chemicals. However, the diverse chemical composition and complex structure of crop residues are more challenging for efficient degradation by microbes than are homogeneous polysaccharides. In this study, the transcriptional responses of *Neurospora crassa* to various plant straws were analyzed using RNA-Seq, and novel beneficial factors for biomass-induced enzyme production were evaluated.

**Results:**

Comparative transcriptional profiling of *N. crassa* grown on five major crop straws of China (barley, corn, rice, soybean, and wheat straws) revealed a highly overlapping group of 430 genes, the biomass commonly induced core set (BICS). A large proportion of induced carbohydrate-active enzyme (CAZy) genes (82 out of 113) were also conserved across the five plant straws. Excluding 178 genes within the BICS that were also upregulated under no-carbon conditions, the remaining 252 genes were defined as the biomass regulon (BR). Interestingly, 88 genes were only induced by plant biomass and not by three individual polysaccharides (Avicel, xylan, and pectin); these were denoted as the biomass unique set (BUS). Deletion of one BUS gene, the transcriptional regulator *rca-1*, significantly improved lignocellulase production using plant biomass as the sole carbon source, possibly functioning via de-repression of the regulator *clr-2*. Thus, this result suggests that *rca-1* is a potential engineering target for biorefineries, especially for plant biomass direct microbial conversion processes.

**Conclusions:**

Transcriptional profiling revealed a large core response to different sources of plant biomass in *N. crassa*. The sporulation regulator *rca-1* was identified as beneficial for biomass-based enzyme production.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13068-015-0208-0) contains supplementary material, which is available to authorized users.

## Background

Renewable plant biomass is a potential low-cost feedstock for the microbial production of lignocellulolytic enzymes, biofuels, or value-added chemicals. This process represents a promising strategy to supply the world’s energy demand and reduce greenhouse gas emissions derived from burning fossil fuels [1,2]. Crop residues are ideal raw materials for bioconversion because they are abundant worldwide, low-cost, compatible with food security, and >50% (*w*/*w*) cellulose/hemicellulose, which can be used for biorefinery [3,4]. However, plants have evolved rigid and complex cell walls to support upright growth, transport nutrients, and protect against microbial invasion. Composed of various polymeric building blocks (typically including cellulose, hemicellulose, pectin, lignin, and structural proteins) [5], the plant cell wall presents a greater challenge to lignocellulolytic enzyme digestion than individual polysaccharides like microcrystalline cellulose (e.g., Avicel), xylan, or pectin, which are commonly used in biorefinery studies. High complexity and heterogeneity in chemical composition and organization makes plant biomass a bioprocessing feedstock with uneven chemical and physical properties [6,7]. Therefore, understanding the commonalities and differences in microbial degradation of diverse plant cell wall types will be useful for developing a case-by-case or universal strategy for plant biomass biorefinery.

Filamentous fungi are currently the main source for commercial carbohydrate hydrolytic enzyme production [1]. Investigation of fungal responses to a wide spectrum of biomass substrates is needed not only to gain more knowledge of plant cell wall degradation and utilization but also to rationally engineer filamentous fungi for biomass-based enzyme, ethanol, and chemical production. This information will be especially helpful in using plant biomass direct microbial conversion (DMC), a recently suggested, promising strategy [7,8] whereby filamentous fungi are used to generate valuable products, such as fatty acids produced by *Neurospora crassa* [9] and ethanol by *Trichoderma reesei* and *Fusarium oxysporum* [10]. Although transcriptome analysis has been performed in different fungal systems digesting various types of plant biomass (such as *Miscanthus giganteus*, barley, oat, canola, alfalfa, wheat straw, and bagasse) [11-16], the comparative analysis of genome-wide profiling on a wide spectrum of biomass substrates in a single fungus species can offer outstanding knowledge on specific and common microbe responses to different crop residues, which will be useful for engineering fungal DMC using various sources of plant biomass.

The filamentous fungus *N. crassa* has the ability to robustly degrade and utilize lignocellulosic materials [12,17]. Its available genome-wide deletion database [18,19] offers great advantages for ongoing studies of the mechanism of digesting polysaccharides (such as Avicel, xylan, and pectin) [12,20-22]. Studies using this model organism have begun to reveal a more thorough perspective on lignocellulolytic enzyme induction, regulation, and production in filamentous fungi [23]. These advances can be rationally applied to *N. crassa* as well as other filamentous fungi to further improve their production of lignocellulolytic enzymes and even target chemicals via DMC [9].

In this study, we report a large-scale comparison of *N. crassa* transcriptome induction by five crop straws (barley, corn, rice, soybean, and wheat straws; BS, CS, RS, SS, and WS, respectively) that are highly abundant in China [24] and around the world [25]. Differential gene expression profiling of *N. crassa* grown on these crop residues versus sucrose showed a large “core” and a small “shell” response to a variety of plant straws. Carbohydrate-active enzymes (CAZys) [26] were significantly induced by all five straws and displayed a highly overlapping gene pool, indicating a conserved CAZy set for plant biomass degradation in *N. crassa*. This CAZy set contained a high proportion (10 of 14) of plant cell wall-induced lytic polysaccharide monooxygenase (LPMO) genes. Finally, screening mutants of transcription factors which were induced only by complex plant cell wall samples yielded a sporulation regulator *rca-1* that was beneficial for lignocellulolytic enzyme production on plant biomass in *N. crassa*.

## Results

### Chemical composition of crop residues

The five crop straws contained similar proportions of cellulose (30%–40%; Figure 1 and Additional file 1: Table S1), the major component of agro-residues [3]. Four (BS, CS, RS, and WS) comprised more than 20% hemicelluloses, while soybean straw contained less hemicellulose but the highest lignin content among five crop residues (Figure 1). Moreover, soybean straw had the lowest proportion of arabinose in hemicellulose (5.6%) compared with the other four straws (9.4%–13.8%; Figure 1 and Additional file 1: Table S1). Generally, lignin and ash compositions in the five crop straws were more varied than that of cellulose/hemicellulose (Figure 1). The variety in chemical composition combined with complex organization account for the high heterogeneity in chemical and physical properties of plant biomass.

**Figure 1:**
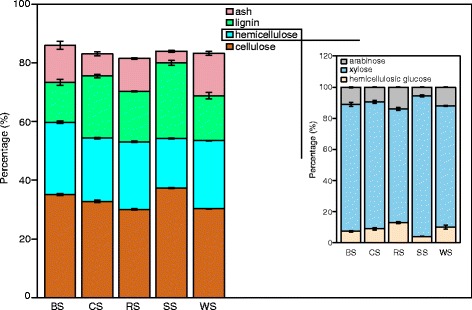
**Chemical composition (left panel) and hemicellulosic component distribution in hemicellulose (right panel) of five crop residues.** BS, barley straw; CS, corn straw; RS, rice straw; SS, soybean straw; WS, wheat straw. Error bars represent the respective standard deviation of three replicates.

### Differential expression analysis of biomass-induced profiling data revealed common and unique responses to crop residues

Cellulase and xylanase activities and secreted proteins of *N. crassa* (FGSC 2489) cultured on ground corn straw were determined over time. Culture supernatant rarely accumulated protein until day 2 (Figure 2), but weak cellulase and xylanase activities could be detected at 30 h (Figure 2). Based on a previous study [12], lignocellulolytic enzymes can be transcriptionally highly induced by plant biomass before 40 h in *N. crassa*. 

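RNA-Seq libraries were made from mycelia grown for 30 h on 2% barley, corn, rice, soybean or wheat straw and from a 16-h culture on 2% sucrose. RNA of 2 cultures was pooled for each condition, so that each of the 6 conditions is represented by 1 library and no spread between replicates can be measured. The authors mapped the reads to the *N. crassa* OR74A genome (release 12) with TopHat 2.0.8b, counted them on genes with HTSeq 0.6.0, and deposited the count and the RPKM of each gene, without further normalization of the counts. The reads counted on genes totaled 22113516 for barley straw, 21860053 for corn straw, 23461234 for rice straw, 23190839 for soybean straw, 23177781 for wheat straw and 21625187 for sucrose. Each file lists the same 9730 genes, of which 733 (corn straw) to 899 (soybean straw) had 0 counts in a straw library and 1079 had 0 counts on sucrose. The smallest share of counts that these depths can show, taken as 3 counts, is between 1.28e-05% on rice straw and 1.39e-05% on sucrose. The gene with the most counts in each library, without regard to gene length, took from 1.941% of the counts on wheat straw (95% Wilson interval 1.936% to 1.947%) to 2.774% on corn straw (2.767% to 2.781%, *cbh-1*). The 10 genes with the most counts together took from 8.52% (wheat straw) to 10.76% (soybean straw). The denominator that the deposited RPKM values imply was larger than the sum of the counts, leaving 4.03% to 5.49% of it outside the counted genes for the straws and 10.61% for sucrose. Fold changes were computed here from the counts, after each straw library was scaled to the sucrose library by the median of the gene-wise count ratios. On the log2 scale these factors were -0.245 (barley), 0.037 (corn), -0.191 (rice), -0.236 (soybean) and -0.137 (wheat), while the totals alone would give 0.032, 0.016, 0.118, 0.101 and 0.1. The 95% intervals given with fold changes cover counting noise only, and no difference between conditions has a replicate check. The straw cultures and the sucrose culture also differ in culture time, which cannot be separated from the carbon source.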

By checking the 30-h cultures grown on each crop residue medium, the mycelia were phenotypically (hyphal length and branching) comparable to the 16-h culture on sucrose (Additional file 2: Figure S1), which were further used for transcriptome profiling (RNA-Seq). 

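The RNA-Seq side of this comparison is the deposited RPKM of 6 genes on each straw, expressed relative to corn straw. For *cbh-1*, the RPKM was 5159 on barley straw, 8977.9 on corn straw, 6724.8 on rice straw, 6483.4 on soybean straw and 4286.8 on wheat straw, against 1.33 on sucrose. All 6 genes had their highest RPKM on corn straw. Relative to corn straw, the RPKM of the 6 genes ranged from 0.31 to 0.57 on barley straw, from 0.47 to 0.85 on rice straw, from 0.19 to 0.72 on soybean straw and from 0.39 to 0.79 on wheat straw. The lowest ratio was that of *gh10-1* on soybean straw (0.19, 95% interval from counting noise 0.186 to 0.191) and the highest that of *gh6-2* on rice straw (0.85, 0.844 to 0.853). Counting noise was therefore small beside the differences between straws, but each value comes from 1 library (no replicates). These RPKM values were taken as deposited, so the processing alternatives were not applied to them. The ratios do depend on how libraries are scaled. With the median of ratios, the log2 fold change of *gh6-2* against sucrose was 11.03 on rice straw and 10.95 on corn straw. The other genes were again highest on corn straw. The qRT-PCR values are not in the files analysed here. From the correlation of both measures over the 5 straws, the paper concludes that the RNA-Seq data accord with qRT-PCR.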

RNA-Seq data showed good accordance with the results of quantitative real-time reverse transcription polymerase chain reaction (qRT-PCR) using the Pearson correlation analysis (Figure 3). 

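The 3 cellulase and 3 hemicellulase genes had between 2 (*gh10-1*) and 164 (*gh6-2*) counts on sucrose and between 18918 and 606357 counts on the straws. The log2 fold change of *cbh-1* against sucrose was 12.61 on corn straw (95% interval 12.33 to 12.91) and lowest on wheat straw, at 11.78 (11.5 to 12.08). That of *gh10-1* ranged from 13.19 (11.66 to 15.21) on soybean straw to 15.26 (13.73 to 17.28) on corn straw, with wide intervals because only 2 reads were counted on sucrose. The lowest of the 30 fold changes was that of *gh6-2* on wheat straw, 9.84 (9.62 to 10.06). Together the 6 genes took 2.94% of all counts on barley straw, 5.646% on corn straw, 4.038% on rice straw, 3.375% on soybean straw and 2.653% on wheat straw, and 0.001% on sucrose. Scaling by total counts in place of the median of ratios moved these fold changes most, and brought the lowest value of *gh6-2* to 9.6. The intervals lie far above the log2 value of 1.6 used as the threshold, but the differences have no replicate check. From these increases the paper concludes that the selected cellulases and hemicellulases were highly induced after 30 h.

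**Figure D1:**
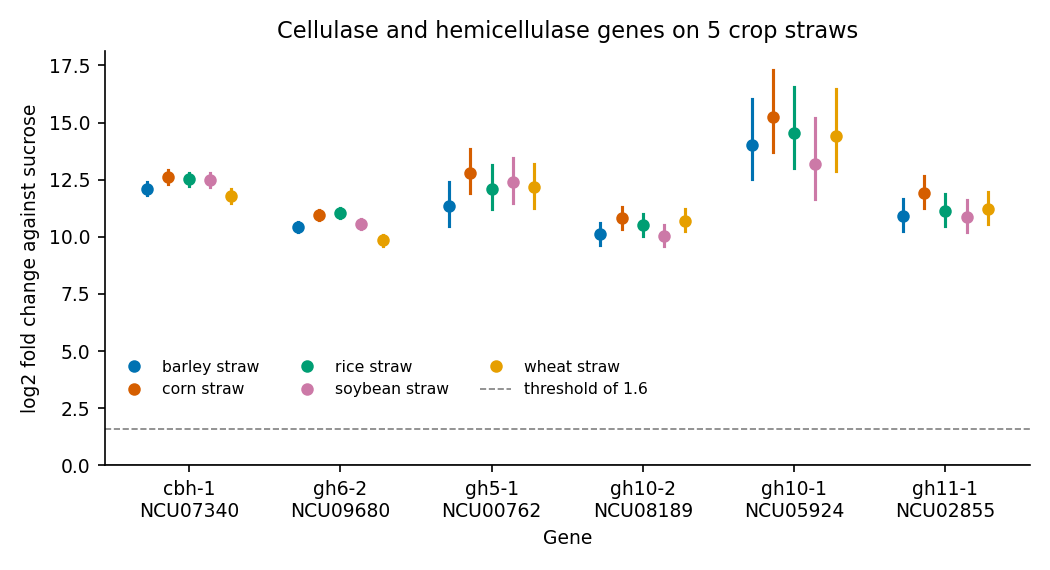
Log2 fold change against sucrose (vertical axis) of the 6 cellulase and hemicellulase genes on each of the 5 straws, with 95% intervals from counting noise and 1 library per straw; the dashed line marks 1.6. All points lie between 9.84 and 15.26, and the intervals are widest for *gh10-1*, which had 2 counts on sucrose.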

All selected cellulases (NCU07340, *cbh-1*; NCU09680, *gh6-2*; and NCU00762, *gh5-1*) and hemicellulases (NCU08189, *gh10-2*; NCU05924, *gh10-1*; and NCU02855, *gh11-1*) were highly induced after 30 h of growth on crop residues (Figure 3).

**Figure 2:**
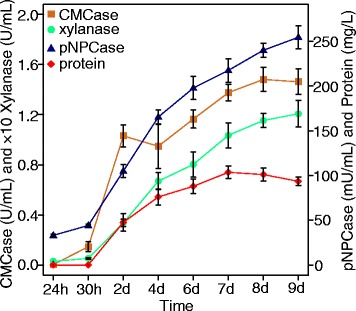
**Growth curve of** ***Neurospora crassa*** **on 2% (** ***w*** **/** ***v*** **) ground corn straw as the sole carbon source.** The cellulose hydrolysis activity (CMCase), exo-glucanase activity (pNPCase), xylanase activity, and total protein in supernatants were determined between 24 h and 9 days. Values represent the means of at least three replicates; error bars show standard deviation.

**Figure 3:**
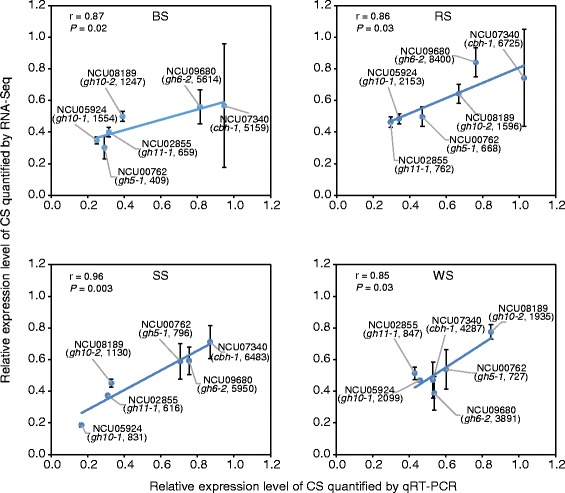
**Correlation comparison between qRT-PCR results and RNA-Seq data.** BS, barley straw; CS, corn straw; RS, rice straw; SS, soybean straw; WS, wheat straw. Relative expression levels of selected CAZy genes were normalized by the expression under CS. Values of the corresponding gene expression levels by RNA-Seq (RPKM) are shown in brackets. Pearson correlation coefficients and *P* values are shown on the top left of each figure. For qRT-PCR (horizontal coordinate), values represent the means of triplicates; error bars show standard deviation.

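Neither GFOLD nor DEGseq was available here, and both were re-implemented. For each gene, the counts of a straw and of sucrose each gave a Gamma posterior, and the GFOLD-style value is the 1% quantile of the resulting log2 fold change on the side nearer 0, or 0 where that range includes 0. This value shrinks the fold change of genes with few counts: *gh10-1*, with 2 counts on sucrose, had a log2 fold change of 15.26 on corn straw but a GFOLD-style value of 13.52. The DEGseq p-value followed its MA-plot method with the random sampling model, with 0.5 in place of a count of 0. A gene was called upregulated at a GFOLD-style value of at least 1.6 with a p-value below 0.0001, and downregulated at or below -1.6 with the same limit. At most 4 genes on any straw passed 1.6 and missed the p-value limit, so that the GFOLD-style value set nearly all calls. On simulated counts with 200 changed genes, 194 (97%) were recovered with their pattern over the straws, and none of the 9530 unchanged genes was called. The simulated counts held counting noise only, and all planted changes exceeded the threshold, in genes that did not have few counts. Spread between cultures, changes near the threshold and changed genes with few counts were therefore not tested.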

For further analysis, differential gene expression analysis was performed by generalized fold change (GFOLD) [27] and DEGseq [28] using the 16-h sucrose-grown sample as a control (Additional file 3: Table S2; Methods). Totals of 520–890 genes were significantly elevated, with greater than threefold changes (GFOLD ≥ 1.6, *P* value < 1e-4) in the five substrates compared with the sucrose condition (Table 1). 

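Upregulated genes numbered 675 on barley straw, 931 on corn straw, 761 on rice straw, 534 on soybean straw and 764 on wheat straw. They made up from 5.49% (soybean straw) to 9.57% (corn straw) of the 9730 genes, and 1063 genes were upregulated on at least 1 straw. Between 22 (soybean straw) and 55 (corn straw) of them had 0 counts on sucrose. Without the shrinkage of the GFOLD-style value but with the p-value limit, 665 (soybean straw) to 1250 (corn straw) genes were upregulated. Without the shrinkage and the limit, 1123 (soybean straw) to 1651 (corn straw) genes had a log2 fold change of at least 1.6. A threshold of 1.0 in place of 1.6 changed the numbers most, to 825 on soybean straw and 1404 on corn straw. Each number rests on 1 library against 1 library and has no replicate check.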

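The 5 sets of upregulated genes shared 438 genes, which made up 47% of the set of corn straw and 82% of that of soybean straw. Their median log2 fold change was 3.9 on soybean straw, 4.33 on barley straw, 4.65 on rice straw, 4.68 on wheat straw and 4.99 on corn straw, and 19 of them had 0 counts on sucrose. The 5 genes with the largest increase on every straw, ranked by their lowest GFOLD-style value over the straws, were NCU07898 (endoglucanase IV), *cbh-1* (NCU07340), *gh10-1* (NCU05924), NCU01050 and NCU07225. NCU07898 had 1 count on sucrose and 22474 to 63651 counts on the straws, a log2 fold change between 14.12 (95% interval 12.22 to 16.75) on barley straw and 15.42 (13.52 to 18.05) on soybean straw. NCU01050 had 0 counts on sucrose and between 10319 (wheat straw) and 41259 (rice straw) counts on the straws. The edgeR exact test with an assumed coefficient of variation of 0.4 between cultures left 300 genes in the common set. Leaving out 1 straw at a time gave between 440 genes (without wheat straw) and 573 genes (without soybean straw).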

Of these genes, 430 genes were commonly induced on all five straws (Figure 4A). Conversely, a small number of genes (76–253 genes) showed decreased expression based on the same criteria (GFOLD ≤ −1.6, *P* value < 1e-4) (Table 1). 

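Downregulated genes numbered 74 on barley straw, 230 on corn straw, 112 on rice straw, 143 on soybean straw and 99 on wheat straw, and 313 genes were downregulated on at least 1 straw. For each downregulated gene there were from 3.73 (soybean straw) to 9.12 (barley straw) upregulated genes. With total counts in place of the median of ratios, this ratio was 2.07 on soybean straw and 4.85 on barley straw. A common set of 52 genes was downregulated on all 5 straws, 22.6% of the set of corn straw and 70.3% of that of barley straw, and no gene was upregulated on 1 straw and downregulated on another. The 3 genes with the largest decrease on every straw were NCU07205, the catalase gene NCU00355 (catalase-3) and the hexose transporter gene NCU01633 (HXT13). NCU07205 fell from 6964 counts on sucrose to between 100 and 143 counts on the straws, log2 fold changes of -5.98 (95% interval -6.27 to -5.7, wheat straw) to -5.36 (-5.61 to -5.13, soybean straw). NCU01633 had 14464 counts on sucrose, 374 on soybean straw and 12 to 21 on the other straws. Its log2 fold change was -5.04 (-5.19 to -4.89) on soybean straw and -10.1 (-10.92 to -9.38) on corn straw, intervals that do not overlap but cover counting noise only. These numbers depended on the threshold more than those of upregulated genes did: at 1.0, 242 genes were downregulated on barley straw and 695 on corn straw.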

For those upregulated genes, approximately 60% (300–560 genes) also exhibited threefold upregulation when mycelia pre-grown on sucrose for 16 h were transferred to minimal medium (“Methods”) with no-carbon source for 4 h (Table 1), indicating a starvation response that was synergic with plant cell wall degradation and utilization in *N. crassa* [20]. However, these expression changes under the no-carbon condition were not of the same order of magnitude as those under the lignocellulosic conditions (Additional file 3: Table S2).

**Table 1:** **Differential gene expression profile on five crop residues**

	**BS**	**CS**	**RS**	**SS**	**WS**
Upregulated genes	656	888	738	524	742
“Common” rate^a^	65.5%	48.4%	58.3%	82.1%	58.0%
“No-carbon” rate^b^	60.7%	63.6%	62.6%	57.6%	62.1%
Downregulated genes	76	253	117	141	101
“Common” rate	72.4%	21.7%	47.0%	39.0%	54.5%
“No-carbon” rate	60.5%	78.3%	63.2%	46.1%	63.4%

*BS* barley straw, *CS* corn straw, *RS* rice straw, *SS* soybean straw, *WS* wheat straw.

^a^Genes commonly regulated by all five straws versus sucrose as a sole carbon source; “no-carbon” data were derived from a reference [20].

^b^Genes regulated in the no-carbon condition versus sucrose as a sole carbon source.

**Figure 4:**
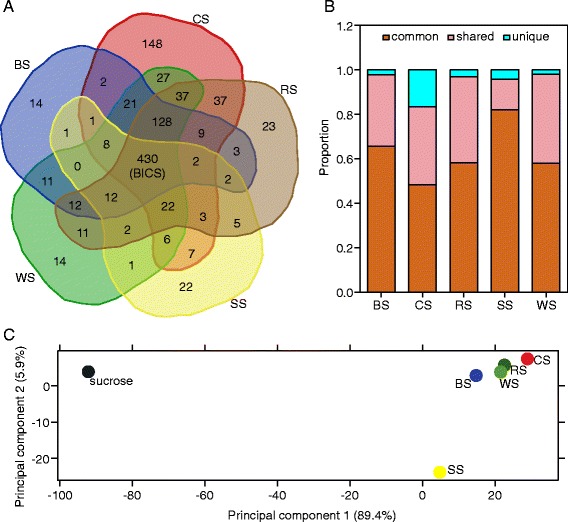
**Overview of** ***Neurospora crassa*** **transcriptome induced by five crop residues.** BICS, biomass commonly induced core set; BS, barley straw; CS, corn straw; RS, rice straw; SS, soybean straw; WS, wheat straw. **(A)** Venn diagram of genes upregulated by each crop straw. **(B)** Proportions of genes upregulated by each crop straw. “Common” represents genes induced by all five straws; “shared” represents genes induced by at least two but not all straws; “unique” represents genes uniquely induced by one crop residue. **(C)** Principal component analysis of transcription profiling data performed by DESeq. The RNA-Seq reads of *N. crassa* grown on sucrose, BS, CS, RS, SS, and WS were used for the principal component plot. Each point on the graph represents one biological sample. Proportions of the principal components 1 and 2 are shown in brackets.

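Outside the 438 commonly upregulated genes, 231 genes were upregulated on exactly 1 straw, 116 on 2 straws, 100 on 3 straws and 178 on 4 straws. Of the 30 combinations of straws that held any gene, the largest after the common set was corn straw alone with 156 genes, followed by barley, corn, rice and wheat straw together with 135 genes. Corn and rice straw alone shared 44 genes, corn, rice and wheat straw 40, and corn and wheat straw 32. Over the alternative settings, corn straw alone held from 118 genes, with at least 10 counts required in every library, to 300 genes, under the edgeR exact test with an assumed coefficient of variation of 0.2. The combinations are defined by a threshold on each straw's library, without a test of the difference between straws. From such patterns the paper reasons that many genes beyond the BICS were induced differently by the 5 straws.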

Except the 430 biomass commonly induced core set (BICS) genes, many genes showed different induction patterns under the five straws. 

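On corn straw, 156 genes were upregulated that were upregulated on no other straw, 16.8% of the genes upregulated there. The same share was 2.1% for barley straw (14 genes), 2.9% for rice straw (22 genes), 4.3% for soybean straw (23 genes) and 2.1% for wheat straw (16 genes). The median log2 fold change of the 156 genes was 2.56 on corn straw, 1.42 on barley straw, 1.62 on rice straw, 1.13 on soybean straw and 1.52 on wheat straw. It was positive for 155 of the 156 genes on barley and on rice straw, for 148 on soybean straw and for 156 on wheat straw. The 3 genes with the largest gap between corn straw and the next straw in GFOLD-style value were NCU08051, NCU07905 and NCU01868 (MFS maltose permease MalP). NCU08051 had 4581 counts on corn straw, 319 on sucrose and 244 to 723 on the other straws, a log2 fold change of 3.81 (95% interval 3.64 to 3.97) on corn straw and at most 1.32 (1.13 to 1.51, wheat straw) elsewhere. NCU07905 rests on 29 counts on corn straw, at most 5 on the other straws and 0 on sucrose, and its interval on corn straw, 2.9 to 10.17, overlaps those of all other straws. These intervals are wide because the 0 count on sucrose enters each of them, so their overlap does not compare the straws with each other. With total counts in place of the median of ratios the set grew to 243 genes, and a threshold of 1.0 gave 290, but the edgeR exact test at a coefficient of variation of 0.2 moved it most, to 300. The paper describes 148 such genes as specifically induced by corn straw. From their overlap with the no-carbon condition, it proposes that carbon de-repression may be broader on this straw.

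**Figure D2:**
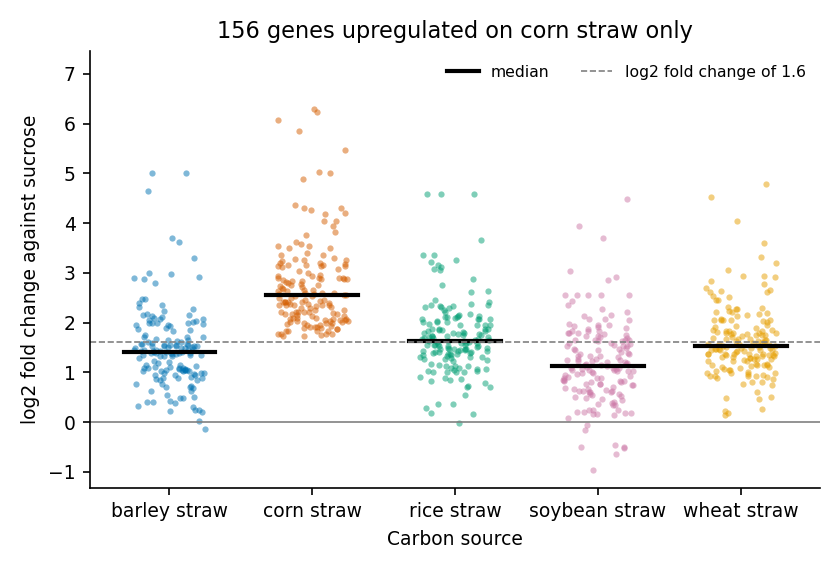
Log2 fold change against sucrose (vertical axis) of the 156 genes upregulated on corn straw only, as points for each of the 5 straws with the median of each straw, from 1 library per straw. The medians are 2.56 on corn straw and 1.13 to 1.62 on the other straws, and most points of every straw lie above 0.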

For example, 148 genes were specifically induced by corn straw, accounting for a greater percentage of all induced genes than in other crop straws (Figure 4B). Most “CS-unique” genes (85 of 148) were also induced by the no-carbon condition (Additional file 4: Table S3, sheet 1), suggesting that corn straw may elicit broader carbon de-repression than other crops. Conversely, soybean straw induced the fewest genes (Table 1), as well as “shared” and “unique” genes (Figure 4A, B). 

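Soybean straw had 534 upregulated genes, 141 fewer than barley straw, the next lowest. Genes upregulated on soybean straw and on 1 to 3 other straws numbered 73, 13.7% of its set, against 223 for barley straw, 301 for rice straw, 310 for wheat straw and 337 for corn straw. Genes upregulated on soybean straw only numbered 23, against 14 on barley straw, 16 on wheat straw, 22 on rice straw and 156 on corn straw. Among these 23, the genes with the largest gap to the other straws were NCU10030, NCU10031 and NCU08457. NCU10030 had 22553 counts on soybean straw, 78 on sucrose and 130 to 268 on the other straws, a log2 fold change of 8.4 (95% interval 8.09 to 8.73) on soybean straw and at most 1.91 (1.55 to 2.28, wheat straw) elsewhere. The log2 fold change on soybean straw was 7.19 (6.29 to 8.24) for NCU10031 and 5.93 (5.66 to 6.21) for NCU08457. Lowering the threshold to 1.0 affected these sets most and gave 134 genes shared by soybean straw with 1 to 3 others and 57 on soybean straw only. The paper sets these numbers for soybean straw against those for corn straw.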

Furthermore, a second large set of shared genes in Figure 4A (128 genes induced in BS, CS, RS, and WS) was not upregulated on soybean straw. 

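Upregulated on barley, corn, rice and wheat straw but not on soybean straw were 135 genes. Their median log2 fold change was 2.97 on barley straw, 3.66 on corn straw, 3.24 on rice straw and 3.2 on wheat straw, and 1.69 on soybean straw (quartiles 1.24 and 2.33). On soybean straw the log2 fold change was positive for 134 of the 135 genes and at least 1 for 119 of them. The genes with the largest gap to soybean straw were NCU07030, NCU09031 and NCU05351. NCU07030 had 641 to 1266 counts on the monocot straws, 29 on soybean straw and 12 on sucrose, log2 fold changes of 5.82 (95% interval 5.06 to 6.68, wheat straw) to 6.63 (5.88 to 7.48, corn straw) against 1.47 (0.55 to 2.46) on soybean straw. For NCU09031 the value on soybean straw was 1.82 (0.75 to 2.99) and the lowest on the other straws 5.13 (4.23 to 6.19). Keeping only genes with at least 10 counts in every library reduced the set to 94 genes. The paper takes this set as a further difference between soybean straw and the monocot straws.

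**Figure D3:**
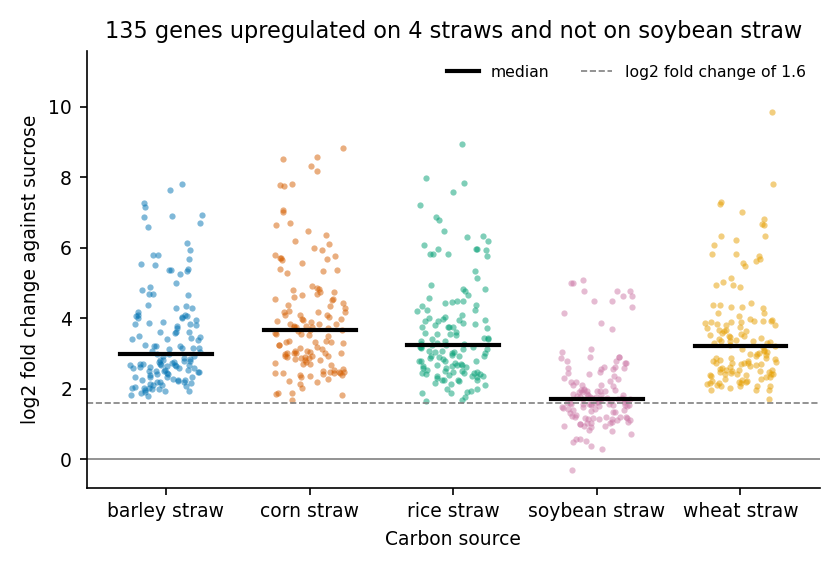
Log2 fold change against sucrose (vertical axis) of the 135 genes upregulated on barley, corn, rice and wheat straw but not on soybean straw, as points for each straw with the median of each straw, from 1 library per straw. The median is 1.69 on soybean straw and between 2.97 and 3.66 on the other straws.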

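Principal components were computed from the counts of the 6 libraries after DESeq2's variance stabilizing transformation, over the 500 genes with the largest variance. PC1 held 89.3% of the variance, PC2 5.9% and PC3 2.7%. On PC1 the sucrose library lay at -91.1 and the straws between 4.7 (soybean) and 28.5 (corn). On PC2 soybean straw lay at -23.6, the other straws between 2.8 (barley) and 7.6 (corn), and sucrose at 3.8. Over the same 500 genes, the Euclidean distance of soybean straw from the mean of the monocot straws was 33.3, while that of each monocot straw from the mean of the other monocot straws averaged 16.6, from 12.5 (rice) to 22.2 (corn), a ratio of 2.01. Over all genes with at least 10 counts in at least 1 library, in place of the 500 most variable, PC1 held 73.9% and the ratio was 1.48. With 1 library per straw, the distance between straws cannot be compared with the distance between replicate cultures. From the position of soybean straw the paper concludes that the dicot straw was separated a little from the monocot straws.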

This feature was also verified by principle component analysis (PCA) based on transcriptome expression profiling, which showed that soybean straw (a dicot crop) was separated a little from the other four monocot straws (Figure 4C). These observations might reflect the transcriptional responses of *N. crassa* to the chemical composition distinctions displayed in Figure 1.

A detailed functional analysis (FunCat [29]) showed that polysaccharide or carbohydrate metabolism was also enriched in all five biomass “shared” and “unique” sets, which was not the case in the “common” set or starvation condition (no carbon) (Additional file 4: Table S3, sheet 1). Although these 23 polysaccharide/carbohydrate metabolism genes (Additional file 4: Table S3, sheet 1, after removing redundant ones) in the “shared” and “unique” sets induced by each straw were not the same, most (17 out 23) were induced by at least two crop straws. 

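Table S3 lists 25 genes under polysaccharide or C-compound and carbohydrate metabolism in the shared and unique sets, and 23 of them are in the files analysed here. Each of the 23 genes was upregulated on at least 1 straw: 18 on 2 to 4 straws and 5 on 1 straw. The paper took these genes from its own calls on the same libraries, so their recovery is no independent evidence. Of the 23, 11 were upregulated on barley straw, 12 on corn straw, 15 on rice straw, 10 on soybean straw and 14 on wheat straw. Their median log2 fold change was between 1.65 (soybean straw) and 2.09 (wheat straw), close to the threshold of 1.6. The number upregulated on at least 2 straws fell to 9 with a threshold of 2.0 and to 5 with the edgeR exact test at an assumed coefficient of variation of 0.4. The paper reasons that, although the genes differed between straws, most were induced by more than 1 straw.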

For example, all six CAZy genes (NCU09904, *gh16*; NCU09175, *gh17*; NCU09042, *gh2*; NCU07351, *gh67*; NCU04526, *ce3*; and NCU01059, *gh47*) were upregulated under at least two straw conditions (Additional file 4: Table S3, sheet 1). 

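The *gh16* gene NCU09904 was upregulated on barley, corn, rice and wheat straw, with log2 fold changes of 2.97 (95% interval 2.66 to 3.28, corn straw) to 3.91 (3.61 to 4.22, rice straw), against 1.13 (0.77 to 1.49) on soybean straw. The *gh17* gene NCU09175 was upregulated on the same 4 straws, and on soybean straw its log2 fold change was 1.64 (1.6 to 1.67) with a GFOLD-style value just under the threshold. Corn and rice straw upregulated the *gh2* gene NCU09042, at 2.31 (1.92 to 2.72) and 2.35 (1.95 to 2.76). Corn, rice and wheat straw upregulated the *gh67* gene NCU07351, at 2.01 to 2.32. The *ce3* gene NCU04526 was upregulated on barley, corn and wheat straw, at 2.49 to 2.86, and the *gh47* gene NCU01059 on barley, rice and soybean straw, at 1.93 to 2.12. Scaling by total counts lowered most of these values, and left NCU09042 and NCU01059 upregulated on 1 straw each; the lowest value of NCU09042 over the straws was then 0.93. Each value comes from 1 library (no replicates). The paper gives these 6 genes as examples of induction shared by several straws.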

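Table S3 lists 6 genes under secondary metabolism among those unique to corn straw, and 5 of them are in the files analysed here. All 5 were upregulated on corn straw and on no other straw, with a median log2 fold change of 2.42 on corn straw and of 1.02 (soybean) to 1.71 (wheat) elsewhere. Of the 4 genes listed under detoxification, all were upregulated on corn straw, 2 of them on corn straw only and the other two also on wheat straw. Their median log2 fold change was 2.54 on corn straw and between 0.95 (soybean) and 1.67 (wheat) on the other straws. With the plain log2 fold change in place of the GFOLD-style value, 2 of the secondary metabolism genes and 1 of the detoxification genes were upregulated on corn straw only, and under the edgeR exact test at a coefficient of variation of 0.4 the numbers were 1 and 1. From these categories the paper concludes that corn straw induced many genes outside C-compound metabolism.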

However, corn straw uniquely induced many genes unrelated to C-compound metabolism but associated with secondary metabolism and detoxification (Additional file 4: Table S3, sheet 1). 

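The deposited RPKM of NCU05780 was 224.6 on corn straw and 39.13 on sucrose, and 1063 reads were counted on sucrose against 5834 on corn straw. On barley, rice, soybean and wheat straw, 1096 to 1303 reads were counted. Its log2 fold change was 2.42 (95% interval 2.33 to 2.51) on corn straw and 0.18 (0.06 to 0.3, wheat straw) to 0.53 (0.41 to 0.65, soybean straw) on the others, so that the gap to corn straw is far larger than counting noise (no replicates). Scaled by total counts, the gene was again upregulated on corn straw only, and its lowest value on the other straws turned to -0.06. From the induction on corn straw only, the paper infers that a reduction reaction was needed to detoxify oxides on this straw.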

For example, NCU05780, a glutathione S-transferase gene, was highly induced only on corn straw (RPKM (reads per kilobase per million mapped reads) = 224.6, Additional file 3: Table S2), indicating a reduction reaction was required for detoxifying oxides when *N. crassa* was grown on corn residue. Intriguingly, rice straw induced some cation-metabolism genes and soybean straw induced nucleoside-metabolism genes, reflecting diverse impurities, such as iron contamination [15], in different crop straws. 

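Table S3 lists 5 genes under homeostasis of cations for rice straw. All 5 were upregulated on rice straw, with a median log2 fold change of 1.9, and 1 of them on rice straw only. On the other straws 1 (barley) or 2 (corn, soybean and wheat) of the 5 were upregulated, with medians of 1.55 to 1.85. For soybean straw, 4 genes are listed under nucleotide, nucleoside and nucleobase metabolism. All 4 were upregulated on soybean straw (median 2.05), 1 of them on soybean straw only and 1 on all straws, while 3 were upregulated on barley, rice and wheat straw each and 1 on corn straw. Most of these values lie near the threshold, and the edgeR exact test with an assumed coefficient of variation of 0.4 kept 1 of the 5 and 1 of the 4 genes. The paper explains both groups of genes by impurities that differ between the straws, such as iron.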

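Of the 22 genes that Table S3 lists under the categories enriched among all downregulated genes, 20 are in the files analysed here and 19 were downregulated on at least 1 straw. They were 5 on barley straw, 14 on corn straw, 8 on rice straw, 13 on soybean straw and 8 on wheat straw, and 4 genes were downregulated on all straws. The 4 structural protein genes in the files were downregulated on soybean straw only, with a median log2 fold change of -2.04 there and of -0.38 (barley) to -1.42 (rice) elsewhere. Of the 3 protein-folding genes, all were downregulated on soybean straw and 1 on each other straw. All 7 genes of nitrogen, sulfur and selenium metabolism were downregulated on corn straw (median -2.14), 3 on soybean straw, 2 on wheat straw, 1 on rice straw and 0 on barley straw. Of the 8 disease and defense genes, 3 (barley) to 6 (corn and soybean) were downregulated. The edgeR exact test at a coefficient of variation of 0.4 retained 7 of the 19 genes, the largest change among the alternatives. The paper concludes from the category analysis that these functions were the main ones among the downregulated genes.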

Functional analysis of all downregulated genes in the five straws revealed that protein-folding, structural protein, inorganic element metabolism, and disease-defense genes were mainly enriched in this gene set (Additional file 4: Table S3, sheet 2).

### Comparative analysis of biomass regulon revealed common and specific features with polysaccharides regulons

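Table S4 assigns 67 of these genes to C1, 105 to C2, 252 to C3 and 6 to none of the 3 clusters. All 430 were upregulated on every straw here, within a common set of 438 genes. The paper drew them from these same libraries at the same thresholds, so the overlap checks the re-implementation only. The median log2 fold change against sucrose was 3.25 (barley) to 4.38 (corn) for C1, 3.22 (soybean) to 4.99 (corn) for C2 and 4.7 (soybean) to 5.22 (corn) for C3. The median over genes of the lowest GFOLD-style value across straws was 2.21 for C1, 2.5 for C2 and 3.59 for C3, so that genes of C1 and C2 lay closer to the threshold of 1.6. Under the edgeR exact test with an assumed coefficient of variation of 0.4, 36 C1 genes and 67 C2 genes stayed upregulated on all straws. The no-carbon data that the clustering also used are not in the files analysed here, and the clusters were taken from the paper's list. The paper groups the genes by comparing these responses with the no-carbon condition.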

The 430 genes commonly induced by all five crop residues (the BICS genes) were primarily assigned into three clusters using hierarchical clustering with comparison to the no-carbon condition [30] (Figure 5A; Additional file 5: Table S4, sheet 1). Clusters 1 (C1) and 2 (C2) genes were mostly upregulated by carbon starvation. These two clusters were mainly related to nutrient metabolism and transport and enzyme cofactors (Figure 5B, C). This result might indicate reliance on cellular organic metabolism, transformation, and energy homeostasis in carbon starvation conditions. 

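The 252 genes of C3 took 12.33% of all counts on barley straw, 20.33% on corn straw, 14.84% on rice straw, 11.53% on soybean straw and 12.85% on wheat straw, against 0.45% on sucrose. The 95% Wilson interval of a share, which covers counting noise only, extends at most 0.018 percentage points to either side. The 105 genes of C2 took 0.47% (soybean) to 1.6% (corn) against 0.06% on sucrose, and the 67 genes of C1 0.32% (soybean) to 0.8% (corn) against 0.05%. All 252 C3 genes were upregulated on every straw against sucrose, each straw being represented by 1 library. This number fell to 189 in the edgeR exact test with a coefficient of variation of 0.4 assumed between cultures. The number of 252 was close to fixed in advance, since the paper selected these genes from the same libraries at the same thresholds. Whether they changed without carbon cannot be seen in these files. From their response on straw and in the no-carbon data, the paper reasons that the C3 genes were induced specifically by biomass.

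**Figure D4:**
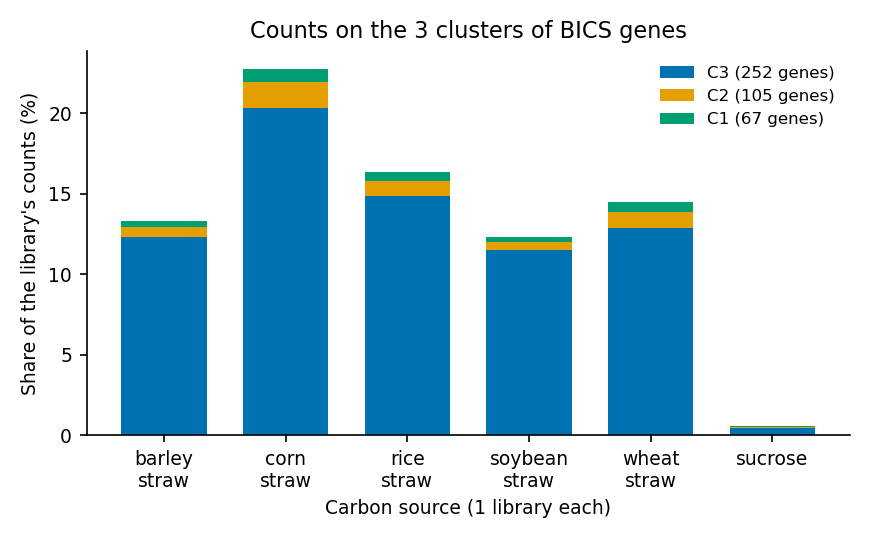
Percent of all counts (vertical axis, from 0) taken by the genes of clusters C3, C2 and C1, stacked, in the 6 libraries, 1 per condition. C3 takes between 11.53% and 20.33% on the straws and 0.45% on sucrose.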

The biggest cluster (C3) harbored 252 genes that were specifically induced by biomass (Figure 5A). This 252-gene set was upregulated on all five crop residues compared with both sucrose (carbon catabolite repression) and no-carbon (starvation) conditions and was denoted as the “biomass regulon” (BR) [20,22]. 

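For the comparison with sucrose, the median log2 fold change of the 252 genes was 5.05 on barley straw, 5.22 on corn straw, 5.05 on rice straw, 4.7 on soybean straw and 5.16 on wheat straw. The smallest GFOLD-style value of any of these genes on any straw was 1.61, just above the threshold of 1.6. Removing genes with fewer than 10 counts in any library left 207 of the 252, and total counts in place of the median of ratios left 230, while the edgeR exact test at a coefficient of variation of 0.4 left the fewest, 189. The increases have no replicate check, and the no-carbon comparison was not analysed here. On the strength of both comparisons the paper names the set the biomass regulon.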

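Of the C3 genes that Table S4 lists under polysaccharide metabolism, the first 44 could be read here, and 42 of them are in the files analysed here. All 42 were upregulated on every straw, with a median log2 fold change of 7.38 (soybean) to 8.37 (corn). The 11 genes under extracellular metabolism had medians of 5.93 (barley) to 6.63 (soybean), and the 8 genes under polysaccharide binding medians of 8.16 (soybean) to 9.21 (corn). For all 252 genes the medians were lower, 4.7 (soybean) to 5.22 (corn). Of those 252 genes, the fewest that any alternative kept upregulated on all straws was 189, with the edgeR exact test at a coefficient of variation of 0.4. The paper concludes from its FunCat results that these categories were prevalent in the BR.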

FunCat results showed that C-compound or extracellular carbon metabolism and polysaccharide binding were prevalent in the BR group (Figure 5D). Two recently characterized, conserved cellulose degradation regulators *clr-1* (NCU07705) and *clr-2* (NCU08042) [20] were also included in this set (Additional file 6: Table S5, sheet 1).

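*clr-1* (NCU07705) had 811 counts on sucrose and between 3394 (barley) and 6723 (corn) on the straws. Its log2 fold change was 2.31 (95% interval 2.2 to 2.42) on barley straw and on wheat straw, 2.64 (2.53 to 2.75) on soybean straw, 2.79 (2.69 to 2.9) on rice straw and 3.01 (2.91 to 3.12) on corn straw. *clr-2* (NCU08042) had 25 counts on sucrose and between 782 (barley) and 2743 (corn) on the straws, a log2 fold change of 5.14 (4.6 to 5.74, wheat straw) to 6.71 (6.18 to 7.3, corn straw). Both genes were upregulated on every straw (no replicates). Total counts in place of the median of ratios changed them most, with lowest values of 2.03 for *clr-1* and 4.91 for *clr-2*.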

**Figure 5:**
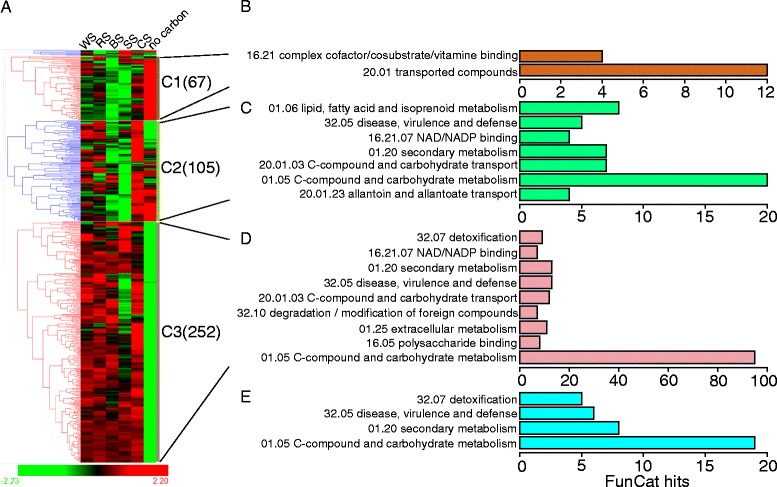
**Hierarchical clustering and functional category analysis of 430-gene biomass commonly induced core set (BICS).** BS, barley straw; C1, cluster 1; C2, cluster 2; C3, cluster 3; CS, corn straw; RS, rice straw; SS, soybean straw; WS, wheat straw. **(A)** Hierarchical clustering analysis of log_2_ fold changes in each crop residue versus the sucrose condition. The gene numbers for each cluster are shown in brackets. “No carbon” data were derived from a reference [20]. **(B–E)** Functional category analysis [29] of C1, C2, C3 (biomass regulon, BR), and biomass unique set (BUS, including 88 genes) from C3 compared with three polysaccharide regulons (see Figure 6A), respectively. Categories with FunCat hits more than three and *P* value < 0.05 are shown.

The regulons of three main plant cell wall polysaccharides, cellulose (Avicel), hemicellulose (xylan), and pectin, have been published and include 212, 117, and 189 genes, respectively [20,22]. 

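Of the 252 BR genes, all upregulated on every straw here, 112 are in the Avicel regulon, 82 in the xylan regulon and 83 in the pectin regulon, according to the lists of Table S5. At least 1 of these regulons holds 164 of the BR genes (65.1%), and none of them holds 88 (34.9%). The median log2 fold change was 5.7 (barley) to 6.16 (corn) for the 164 shared genes and 3.37 (soybean) to 4.28 (corn) for the 88 others. The 164 genes took 9.63% (barley) to 17.34% (corn) of the counts on the straws and the 88 genes 1.75% (soybean) to 3% (corn), with 1 library per straw. A minimum of 10 counts in every library left 129 of the 164 shared genes, and the edgeR exact test with an assumed coefficient of variation of 0.4 left 54 of the 88 others, the lowest numbers under any alternative. From the membership in the lists the paper defines the BSS and the BUS.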

Venn diagram comparison of these three datasets showed that 164 BR genes were shared with the polysaccharide regulons, donated as the “biomass shared set” (BSS), but another 88 genes were not shared and comprised the “biomass unique set” (BUS) (Figure 6A). 

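Of the 461 genes, 445 are in the files analysed here, and 286 of them were upregulated on all 5 straws, 19 on 4 straws, 45 on 1 to 3 straws and 95 on none. Among the genes of the Avicel regulon that are in the files, 120 of 203 (59.1%) were upregulated on all straws, among those of the xylan regulon 91 of 115 (79.1%), and among those of the pectin regulon 109 of 184 (59.2%). Of the 193 polysaccharide regulon genes in the files that are outside the BR, 34 were upregulated on all straws. The polysaccharide regulons were taken from the paper's lists, since their expression data were not analysed here. Among the BR genes in these lists, a minimum of 10 counts in every library had the largest effect on the Avicel regulon, with 82 in place of 112 genes upregulated on all straws.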

As shown in Figure 6A, the 252 BR genes observed in the present study, combined with the polysaccharide regulons identified previously (212 for Avicel [20], 117 for xylan [22], and 189 for pectin [22]), a total of 461 genes were obtained after removing the redundant ones. These 461 genes were then manually assigned to several functional categories based on FunCat [29] and CAZy [26,31] (Additional file 6: Table S5, sheet 2). 

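The Avicel regulon shared 112 genes with the BR, 44.4% of the BR genes, against 82 (32.5%) for the xylan regulon and 83 (32.9%) for the pectin regulon. As a share of each regulon, the order was another: 52.8% of the Avicel regulon, 70.1% of the xylan regulon and 43.9% of the pectin regulon were in the BR. These regulons were compared by gene membership, and the paper's clustering used the functional categories. Restricting the BR to genes with at least 10 counts in every library left the Avicel regulon with the largest overlap, 82 genes, against 62 for xylan and 63 for pectin. From the clustering of the categories, the paper concludes that the BR was the closest to the Avicel regulon.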

Hierarchical clustering analysis of functional category showed that the BR was the closest to the Avicel regulon (Figure 6B). 

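Enrichment was tested for 12 functional categories of Table S5 among the 164 BSS genes, against the 461 genes of all regulons, with a 1-tailed Fisher's exact test and Benjamini-Hochberg adjustment over the categories. Hemicellulose hydrolysis held 23 of the 164 genes and 27 of the 461 (odds ratio 11.95, Fisher's exact test, adjusted p = 7.9e-07). For pectin hydrolysis the numbers were 20 and 26 (odds ratio 6.74, Fisher's exact test, adjusted p = 7.0e-05). Accessory proteins, the category that holds the GH61 genes, counted 10 and 12 (odds ratio 9.58, adjusted p = 0.003 by the same exact test), and cellulose hydrolysis 10 and 14 (odds ratio 4.76, adjusted p = 0.018 by the same exact test). The adjusted p-value of the other categories was between 0.752 and 1. All 164 genes were upregulated on every straw here, so that the tested set is the paper's list, and genes of a shared pathway are not independent. A minimum of 10 counts in every library would leave 129 of them, the fewest of all alternatives. From its own enrichment analysis the paper concludes that the BSS was especially enriched for AA, hemicellulase and pectinase genes.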

The 164-gene BSS was especially enriched for auxiliary activities family (mainly belonging to AA9, previously GH61), hemicellulase, and pectinase genes. The BUS consisted of some unclassified CAZy genes, carbon metabolism genes, and 38 other unclassified genes (Figure 5E; Additional file 6: Table S5, sheet 2). 

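All 88 BUS genes were upregulated on every straw here, as their selection from the same libraries implies. By the categories of Table S5, 38 of them (43.2%) are unclassified, 21 (23.9%) other, 12 (13.6%) other carbohydrate metabolism, 9 (10.2%) other CAZy genes and 5 (5.7%) transporters. The categories of lipid metabolism, amino acid metabolism and accessory proteins hold 3, 2 and 1 of them, and some genes are listed in more than 1 category. Of all settings, the assumption of a coefficient of variation of 0.4 in the edgeR exact test left the fewest, 54 BUS genes upregulated on all straws. The calls have no replicate check.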

These genes might be of importance for plant biomass degradation and utilization [17]. For example, by checking the phenotypes of transcription regulator mutants from BUS, a limited characterized transcription factor *rca-1* (NCU01312) [32] was found to affect the expression and production of cellulase and xylanase (see mutant screening, below). Not surprisingly, the xylan and pectin regulons were enriched for hemicellulose and pectin hydrolytic genes but showed limited induction for AA genes (Figure 6B).

**Figure 6:**
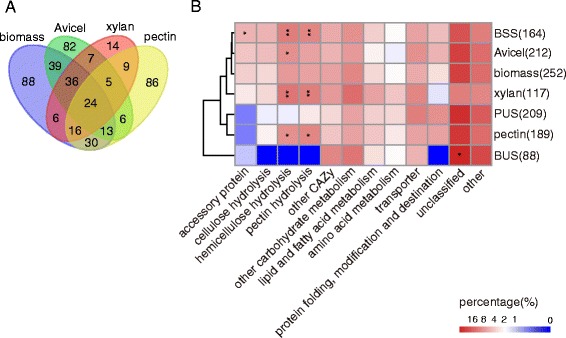
**Comparative analysis of 252 BR genes versus three polysaccharide regulons (Avicel, xylan, and pectin) in** ***Neurospora crassa*** **[** 20 **,** 22 **].** BSS, biomass shared set; BUS, biomass unique set; PUS, polysaccharide unique set. **(A)** Venn diagram of the BR compared with three polysaccharide regulons. **(B)** Functional enrichment of BR versus polysaccharide regulons. Gene numbers for each group are shown in brackets. The percentages of functional categories were displayed using a heat map. Enrichment analysis was performed by one-tailed Fisher’s exact test with the background of all lignocellulolytic regulon genes (BR plus three polysaccharide regulons with redundant genes removed). *P < 0.05; **P < 0.01.

### The CAZome was induced on a large scale and functioned on various lignocellulosic materials as a conserved hydrolytic enzyme pool

Two hundred twenty-five genes in the *N. crassa* genome are predicted to encode glycosyl hydrolases based on the latest version of CAZy [31], called the CAZome (Additional file 7: Table S6, sheet 1). Of the 225 CAZy genes, approximately 100 were significantly upregulated threefold on most of the tested crop residues (Figure 7A and Additional file 7: Table S6, sheet 2). 

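Of the 225 CAZy genes, all in the files analysed here, 100 were upregulated on barley straw (44.4%), 109 on corn straw (48.4%), 106 on rice straw (47.1%), 85 on soybean straw (37.8%) and 103 on wheat straw (45.8%). Upregulated on at least 1 straw were 115, and 4 were downregulated on at least 1 straw. The CAZy genes took 9.39% (soybean straw) to 15.45% (corn straw) of all counts on the straws and 2.35% on sucrose. They made up 18.7% of the commonly upregulated genes (82 of 438) and 2.3% of the 9730 genes (odds ratio 14.7, Fisher's exact test, p = 5.3e-54). Against a background of the 8232 genes with at least 10 counts in some library the odds ratio was 13.7. Keeping only genes with at least 10 counts in every library changed these numbers most, to 63 on soybean straw, 75 on barley and wheat straw and 79 on corn and rice straw. Each straw has 1 library, and the numbers have no replicate check.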

This upregulated gene set was slightly larger than those on any one of the three polysaccharides (Avicel, xylan, and pectin), especially xylan (Figure 7A). 

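The numbers of upregulated CAZy genes on the straws were 85 (soybean), 100 (barley), 103 (wheat), 106 (rice) and 109 (corn). For the polysaccharides, whose expression data were not analysed here, Table S6 lists the paper's 94 genes on Avicel, 81 on xylan and 89 on pectin; for soybean straw it lists 85, the number found here. The straw calls rest on 1 library each, and the lists for the polysaccharides come from other experiments, so that no error can be put on the differences. Under a minimum of 10 counts in every library, the smallest straw set, that of soybean straw, fell to 63 genes. The paper concludes that the set of approximately 100 genes on most of the straws was slightly larger than that on any polysaccharide.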

Moreover, the CAZy groups induced by the five crop residues displayed similar distributions of six CAZy functional categories; all five crop residues elicited an especially high number (11–13 of 14) of AA9 genes (Figure 7A). 

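By the functional categories of Table S6, the upregulated CAZy genes included 12 to 14 of the 22 cellulose genes, 11 to 13 of the 19 hemicellulose genes, 14 to 17 of the 19 hemicellulose or pectin genes and 10 to 12 of the 14 pectin genes, depending on the straw. Of the 25 auxiliary activities (AA) genes, 13 were upregulated on barley, rice and wheat straw, 12 on corn straw and 11 on soybean straw. As a share of the upregulated CAZy genes, the AA category was 13% on barley straw, 11% on corn straw, 12.3% on rice straw, 12.9% on soybean straw and 12.6% on wheat straw. Other CAZy genes made up 30.6% of the upregulated ones on soybean straw and 36.8% to 38.5% on the monocot straws. Of the 14 AA9 genes, the same 10 were upregulated on every straw, and they took 0.71% (wheat straw) to 1.51% (corn straw) of all counts against 0.02% on sucrose. On each straw the number was 8 when genes with fewer than 10 counts in any library were left out, and on corn straw it was 12 with a threshold of 1.0. From the shares of the categories the paper concludes that the 5 straws induced similar CAZy groups.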

A Venn diagram of these five crop residue-induced CAZy groups showed that they shared the majority (82 genes) of their upregulated genes (Figure 7B).

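The 5 sets shared 82 CAZy genes, out of 115 upregulated on at least 1 straw. A further 11 were upregulated on all straws but soybean straw, and 3 on corn straw only. By category, the 82 genes include 12 for cellulose, 11 for hemicellulose, 14 for hemicellulose or pectin, 10 for pectin, 11 AA genes and 24 other CAZy genes. The lowest count under any setting was 60, with at least 10 counts required in every library. Omitting 1 straw at a time gave 82 to 93 genes, the highest without soybean straw. The paper reads the shared set as the majority of the CAZy genes induced by each straw.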

**Figure 7:**
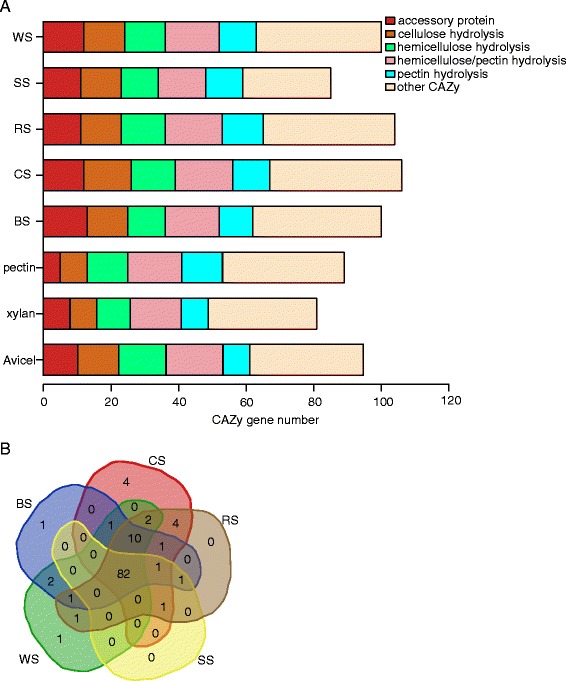
**Comparative analysis of** ***Neurospora crassa*** **CAZome induced by five crop residues and three polysaccharides (Avicel, xylan, and pectin)** **[** 20 **,** 22 **].** BS, barley straw; CS, corn straw; RS, rice straw; SS, soybean straw; WS, wheat straw. **(A)** Composition distribution of the CAZome of *N. crassa* induced by various lignocellulosic substrates. **(B)** Venn comparison of the CAZome induced by five crop residues.

### The transcriptional regulator *rca-1* is involved in lignocellulolytic enzyme synthesis for *N. crassa* grown on plant biomass

Multiple studies have already shown that several transcriptional regulators and a set of hydrolytic enzymes are tightly associated with polysaccharide degradation in *N. crassa* [20,21,33]. These genes were mainly identified under homo-polysaccharide conditions. This study showed that many genes were uniquely induced by various crop residues (Figure 6A). 

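The 88 BUS genes of Figure 6A had a median log2 fold change of 4.27 on barley straw, 4.28 on corn straw, 4.04 on rice straw, 3.37 on soybean straw and 4.09 on wheat straw, and took 1.75% (soybean) to 3% (corn) of the counts against 0.27% on sucrose. Among them, *rca-1* (NCU01312) had 453 counts on sucrose and 1410 (rice) to 3006 (corn) on the straws. Its log2 fold change was 1.83 (95% interval 1.68 to 1.98) on rice straw, 2.11 (1.96 to 2.26) on barley and on wheat straw, 2.14 (2 to 2.29) on soybean straw and 2.69 (2.55 to 2.84) on corn straw. The GFOLD-style value of *rca-1* on rice straw was 1.65, close to the threshold. Scaled by total counts, its log2 fold change there was 1.52 and the gene was upregulated on the other 4 straws only, and 73 of the 88 genes remained upregulated on all straws. The values have no replicate check. From the genes that the polysaccharide lists do not hold, the paper reasons that screening their mutants could reveal further components.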

Screening the single gene deletion strain database from Fungal Genetics Stock Center (FGSC) [19] is an efficient way to identify critical components for plant cell wall degradation in *N. crassa* [20,22]. Thus, knockout strains of transcriptional regulators from the BUS (Figure 6A and Additional file 6: Table S5, sheet 2) were screened using Vogel’s minimal medium with 2% ground corn straw as the sole carbon source (“Methods”).

A sporulation regulator (NCU01312) deletion mutant Δ*rca-1* secreted significantly more proteins than wild type (WT) when grown on corn straw (Figure 8A). The mycelia dry weight of Δ*rca-1* was slightly higher than that of WT, but not significantly so by Student’s *t*-test (Figure 8B). However, the Δ*rca-1* mutant showed deficient growth on glucose and on sucrose (Figure 8B). This deficient phenotype was also observed on Avicel but not on xylan and pectin (Additional file 8: Figure S2), suggesting that the higher enzyme secretion in Δ*rca-1* was related to the plant biomass and not pure cellulose induction. Protein sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE) of Δ*rca-1* showed similar banding patterns but remarkably increased protein abundances as compared with WT grown on corn straw (Figure 8C). These bands were probably NCU07340 (CBH-1, ~70 kD)/NCU09680 (GH6-2, ~70 kD), NCU07190 (GH6-3, ~40 kD), and NCU07326 (GH43-6, ~37 kD) based on a comparison with the SDS-PAGE of the *N. crassa* secretome from a previous report [12]. The CMCase, pNPCase, and xylanase activities confirmed this observation (Figure 8D), especially that of xylanase, which was approximately twofold higher xylanase activity than that of WT. The transcript abundance of all selected main cellulases (NCU09680, NCU07340, NCU04952, and NCU00762) and xylanases (NCU07326 and NCU05924) in mutant Δ*rca-1* grown for 16 h on sucrose and then transferred to corn straw for 4 h caused at least a twofold higher induction than in WT (Figure 8E). This finding was in accord with the greater extracellular protein levels and enzyme activities in Δ*rca-1* (Figure 8A, D), which were also observed when *N. crassa* was grown on BS, RS, and WS as the sole carbon sources (Additional file 9: Figure S3). Although the culture supernatant of SS showed low secreted protein levels (data not shown), 4 h induction by SS when transferred from 16 h of pre-growth on sucrose showed that the transcript abundances of cellulase and xylanase were elevated in the *rca-1* mutant (Additional file 9: Figure S3C).

**Figure 8:**
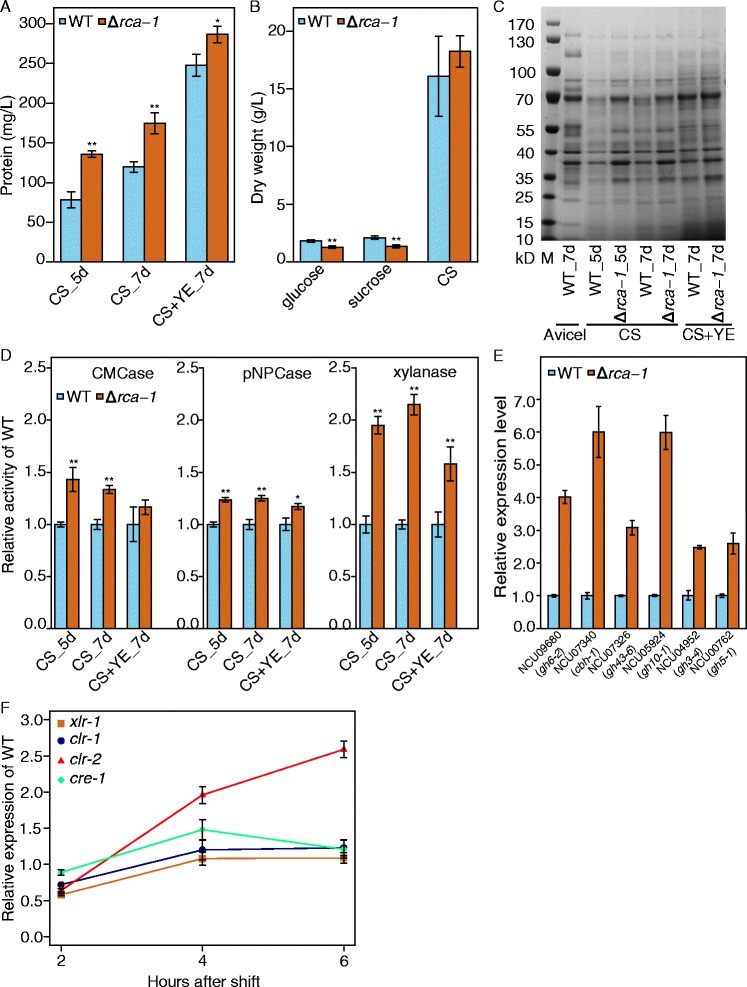
**Phenotype of mutant Δ** ***rca-1*** **versus wild type (WT) grown on corn straw.** CS, corn straw; M, protein marker; YE, yeast extract. **(A–D)** Secreted proteins, mycelial dry weight (mycelia grown on 2% glucose, or sucrose for 16 h, and 2% corn straw for 7 days), SDS-PAGE, and enzymatic activities, including cellulose hydrolysis activity (CMCase), exo-glucanase activity (pNPCase), and xylanase activity, of Δ*rca-1* versus WT when grown for the indicated times. **(E)** Induction of selected CAZy genes in WT and Δ*rca-1* mutant after transfer 16-h sucrose grown mycelia to corn straw for 4 h. **(F)** Time course of relative expression levels of plant cell wall-degrading associated regulators in Δ*rca-1* mutant versus WT after transfer from 16-h sucrose culture to corn straw for the indicated times. Values represent the means of at least three biological replicates; error bars show standard deviation. Statistical significance was performed using a two-tailed Student’s *t*-test. *P < 0.05; **P < 0.01.

*N. crassa rca-1* is a homolog of the sporulation regulator *flbD* in *Aspergillus nidulans* [34]. It encodes a protein with a Myb-like DNA-binding domain that can complement the *A. nidulans flbD* mutant but has nearly unidentifiable effects on *N. crassa* conidiation [32]. However, loss of this gene significantly increased lignocellulolytic enzyme production in *N. crassa* when exposed to plant cell wall (Figure 8A, C and Additional file 9: Figure S3A). To further determine the regulatory differences in cellulase expression between Δ*rca-1* and WT, the transcript expression levels of major lignocellulase regulators in *N. crassa*, including *clr-1*/*2* (NCU07705/NCU08042) [20], *xlr-1* (NCU06971) [21], and *cre-1* (NCU08807) [33], were assessed by qRT-PCR. *clr-2* consistently displayed a two folds higher transcript level in Δ*rca-1* versus WT when mycelia pre-grown for 16 h in minimal medium with 2% sucrose were transferred to corn straw for 4–6 h (Figure 8F), indicating that *rca-1* may have a negative effect on *clr-2* expression when mycelia are exposed to plant straws. *clr-2* also showed remarkably higher expression level in the Δ*rca-1* mutant when mycelia were grown on soybean straw (Additional file 9: Figure S3C). Conversely, the transcript level of *rca-1* did not show any remarkable changes in Δ*clr-1*/*2*, Δ*xlr-1*, or Δ*cre-1* mutants versus WT [20,21,33]. All these observations suggest that *rca-1* affects the expression of plant polysaccharide-degrading enzyme genes by upstream regulation/modulation of the cellulose regulator *clr-2* when grown on plant biomass. Additionally, the double mutant F1-Δ*rca-1*; Δ*cre-1* (Additional file 10: Figure S4) had approximately two folds higher lignocellulolytic enzyme production than that of Δ*rca-1* (Figure 9) and significantly higher pNPCase activity than that of Δ*cre-1* (Figure 9A), suggesting a possible novel strategy of strain improvement for lignocellulase production by co-disruption of *rca-1* and *cre-1*.

**Figure 9:**
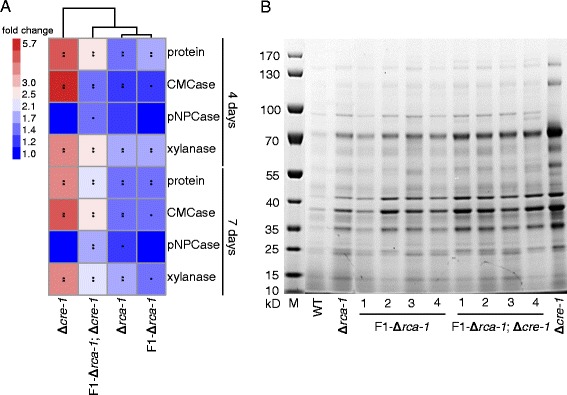
**Phenotype of Δ** ***rca-1*** × **Δ** ***cre-1*** **progeny.** F1-Δ*rca-1*, *rca-1* deletion progeny; F1-Δ*rca-1*; Δ*cre-1*, *rca-1* and *cre-1* double deletion progeny; M, protein marker. **(A)** Heat map of secreted proteins, cellulose hydrolysis activity (CMCase), exo-glucanase activity (pNPCase), and xylanase activity of progenies, Δ*rca-1*, and Δ*cre-1* grown on corn straw for 4 and 7 days compared with wild type (WT). Relative activities versus WT are displayed by color codes. Statistical significance was performed using a two-tailed Student’s *t*-test. *P < 0.05; **P < 0.01. **(B)** SDS-PAGE of secreted proteins of progenies, Δ*rca-1*, Δ*cre-1*, and WT when grown on corn straw for 4 days. Values represent the means of at least three biological replicates.

## Discussion

Despite some differences in chemical composition and organization among five major crop residues, especially the dicotyledonous soybean straw, which was slightly more distinct than the other four monocot straws in composition as well as transcriptional response in *N. crassa*, transcriptome profiling showed a large conserved core response to these straws in the model cellulolytic fungus *N. crassa*, including a conserved CAZome. 

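Over the transformed counts of all genes, the libraries of the 4 monocot straws correlated with each other with Pearson's r between 0.98 (barley and corn) and 0.994 (barley and wheat). Soybean straw correlated with them at 0.971 (corn) to 0.985 (barley and rice), and sucrose with the straws at 0.896 (corn) to 0.936 (soybean). These correlations are across genes, which are not independent replicates. The 438 commonly upregulated genes took 47% to 82% of the upregulated genes of each straw, and their number under the alternatives was lowest, 300, with the edgeR exact test at a coefficient of variation of 0.4. The paper concludes that the response to the 5 straws has a large conserved core.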

Of 430 core genes responding to growth on plant biomass, a 252-gene set was identified as the BR. 

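Of the 252 BR genes, 164 (65.1%) are in at least 1 of the 3 polysaccharide regulons. All 164 were upregulated on every straw (1 library each), a condition by which the paper had selected them. These genes took 9.63% to 17.34% of all counts on the straws and 0.19% on sucrose. In the functional categories of Table S5, 10 of them belong to cellulose hydrolysis, 23 to hemicellulose hydrolysis, 20 to pectin hydrolysis and 10 to accessory proteins. Requiring 10 counts in every library lowered the 164 genes to 129, more than any other setting did. From this overlap the paper reasons that the polysaccharides in straw induce much of the CAZome.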

Many genes (65%) in this set overlapped with either the Avicel, xylan, or pectin regulons, including cellulase genes, hemicellulase genes, pectinase genes, and LPMO genes (Additional file 7: Table S6, sheet 2), indicating that the polysaccharide block organization of plant straws extensively induced the *N. crassa* CAZome to degrade complex lignocellulosic substrates. Previous work [22] has identified a 29-gene set commonly induced by all three polysaccharides and suggested that this gene pool could be used for carbon scouting under any carbon-inducing condition. Twenty-four (82%) of these genes were also induced by crop straws in the present study (Figure 6A), supporting the hypothesis that a conserved gene set is involved in carbon scouting in *N. crassa*. 

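Of the 29 genes in all 3 polysaccharide regulons, 25 were upregulated on all 5 straws, 1 on 4 straws and 3 on 1 to 3 straws. The BR, which the paper selected from these same libraries, holds 24 of the 29. All 24 were therefore upregulated on every straw, with a median log2 fold change of 8.38 (soybean) to 9.86 (corn). The lowest GFOLD-style value of these 24 genes on any straw was 3.12, and they took 1.71% (soybean) to 3.49% (corn) of the counts. Many of them had few counts on sucrose: with at least 10 counts required in every library, 11 of the 24 remained, while every other alternative kept all 24. The paper takes the overlap as evidence for a conserved gene set that scouts for carbon.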

A conserved response to crop straws increases the feasibility of universal plant biomass-based biorefinery by fungi, as in DMC. Further investigation of this core response during the plant biomass DMC process may offer potential targets for engineering strains to increase production of cell wall-degrading enzymes and the end-product conversion rate.

Eighty-eight genes were upregulated only on plant biomass, rather than on Avicel, xylan, or pectin [20,22]. 

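The part of this statement that the files analysed here cover is the increase on straw: all 88 genes were upregulated on the 5 straws against sucrose. The paper selected them from these same libraries at the same thresholds, so their increase here is no independent evidence. The median over these genes of the lowest GFOLD-style value across straws was 2.56, against 4.4 for the 164 genes of the BSS, and the smallest was 1.61. With fold changes closer to the threshold, the 88 genes were reduced to 71 by a threshold of 2.0 and to 54 by the edgeR exact test at an assumed coefficient of variation of 0.4. Their absence from the Avicel, xylan and pectin regulons is that of the paper's lists.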

Athough most genes in this set encoded unknown or unclassified proteins, they could be a resource for identifying novel components involved in lignocellulose deconstruction [17]. For example, the sporulation regulator *rca-1* (NCU01312) screened from this gene set dramatically increased lignocellulase production in *N. crassa* when grown on plant biomass but not on Avicel. Previous studies show that *rca-1* can complement *flbD* deletion in *A. nidulans*, but deletion had no detectable sporulation defect in *N. crassa* [32]. Intriguingly, loss of the *flbD* downstream conidiation regulator *brlA* in *Penicillium decumbens* not only blocked conidiation but also significantly improved cellulase production when grown on cellulose supplemented with wheat bran [35]. A bioinformatics search predicted that many sequences upstream of CAZy genes harbor *BrlA*-binding sites in *P. decumbens* [35], but evidence for a direct binding interaction has not yet been revealed. The RCA-1 regulator is a MYB family member that contains two imperfect repeats [32] for binding the *cis*-element 5′-AACTGNCW-3′ [36]. Searching the upstream 1-kb promoters of 225 CAZy genes by PATSER in RSAT [37] yielded 51 promoter regions containing candidate Myb-binding sites, but most harbored only one or two sites, with the exception of NCU07035 (Additional file 11: Table S7). 

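NCU07035 had 92 counts on sucrose and 512 on barley straw, 470 on corn straw, 459 on rice straw, 353 on soybean straw and 350 on wheat straw. Its log2 fold change was 2.72 (95% interval 2.4 to 3.04) on barley straw, 2.31 (1.99 to 2.64) on corn straw, 2.5 (2.19 to 2.83) on rice straw, 2.17 (1.85 to 2.51) on soybean straw and 2.06 (1.73 to 2.39) on wheat straw, and it was upregulated on all 5. The intervals of the 5 straws overlap, except that of barley straw with that of wheat straw, and cover counting noise only. The 92 counts on sucrose enter each of them, so their overlap does not compare the straws with each other. After scaling by total counts the lowest value was 1.82, and the gene passed the threshold on 3 straws. The growth on Avicel is not in the files analysed here.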

The gene NCU07035, a member of glycosyl hydrolase family 18 (mainly representing chitinase), showed elevated expression levels when grown on all five tested crop residues (Additional file 3: Table S2) and also on Avicel when grown for 30 h [12]. 

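The deposited RPKM of NCU07035 was between 3.95 and 6.06 on the straws and 1.04 on sucrose (no replicates). The median RPKM over all 9730 genes was 7.57 (soybean) to 10.27 (corn) on the straws. By RPKM the gene ranked at the 37.2 (wheat) to 44.6 (barley) percentile of all genes on the straws and at the 29.4 percentile on sucrose. RPKM values were used as deposited, and the alternatives concern its fold change, whose lowest value over the straws was 1.82 with total counts. The paper states that NCU07035 was not highly expressed and calls for further study of the role of its family on lignocellulose.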

Although the transcript of NCU07035 was not highly expressed, the role of its family in *N. crassa* grown on lignocellulose needs to be further investigated.

Examination of the expression levels of lignocellulolytic regulators *xlr-1*, *clr-1*/*2*, and *cre-1* showed that *clr-2* was upregulated in the *rca-1* deletion mutant compared with WT, indicating that the mutant might enhance the expression of biomass-degrading genes via de-repression of *clr-2*. Cellulolytic transcription factors *clr-1/2* were necessary to fully induce all major cellulase and some major hemicellulase genes in *N. crassa* [20]. Notably, induction of *clr-2* is dependent on *clr-1* in *N. crassa*. Therefore, RCA-1 might repress *clr-2* expression by directly regulating and (or) interacting with CLR-1 to modulate its induction, although *clr-1* was not suppressed by RCA-1 at the mRNA level (Figure 8F). Additionally, deletion of *rca-1* led to slower growth on glucose or sucrose than in the WT (Figure 8B) and also observed that *rca-1* was de-repressed when extracellular glucose levels increased (unpublished data), suggesting that this sporulation regulator plays a role in carbon or glucose metabolism/signaling. However, how this sporulation regulator in *N. crassa* affects cell growth in carbon-depleted or -plentiful environment requires further investigation of the correlation between colony survival and sporulation as well as biochemical identification of the targets of conidiation regulators in *N. crassa*.

Given that *rca-1* influences production of plant biomass-degrading enzymes on a wide spectrum of biomass substrates, *rca-1* might be an advantageous target for engineering the biorefinery of plant biomass through DMC. Functional characterization of BUS genes is a potential strategy to gain a more complete view of *N. crassa* growth on plant biomass. Further engineering of growth properties on plant biomass in conjunction with DMC product yield based on BUS might facilitate the fungal bioconversion process.

## Conclusions

Transcriptional profiling of *N. crassa* grown on different plant biomass revealed a conserved core gene set for plant cell wall utilization, including a conserved pool of CAZy genes. Eighty-eight genes (the biomass unique set, BUS) were specifically induced by plant biomass but not by Avicel, xylan, or pectin. Deletion of one of these genes, the sporulation transcription factor *rca-1*, was identified as beneficial for the production of lignocellulases on plant straw and might be a potential target to engineer strains for biomass-based biorefinery through direct microbial conversion technology.

## Methods

### Strains, media, and culture conditions

The *N. crassa* WT strain (FGSC 2489) and the *rca-1* deletion strain (NCU01312, FGSC 11209) were obtained from FGSC [38]. Mutant Δ*cre-1* was a gift from the laboratory of Professor N. Louise Glass. For RNA-Seq preparation, conidia of *N. crassa* WT were inoculated at 10^6^ conidia/mL into 100 mL 1× Vogel’s salts (minimal medium) with 2% (*w*/*v*) sucrose for 16 h or with 2% (*w*/*v*) of the indicated ground crop-straw carbon sources for 30 h and grown at 25°C with constant light shaking at 200 rpm. The 50× Vogel’s salts were prepared as previously described [39]. The straws included BS, CS, RS, SS, and WS were harvested from Anhui Province, China, and mechanically ground. Mycelia grown for 30 h on various straws were photographed under a microscope (OLYMPUS, Japan).

For protein assays, 2 mL of culture supernatants were collected at each time point, centrifuged at 15,294 × *g* for 8 min to remove mycelia and stored at 4°C for analysis within 1 day or at −20°C for SDS-PAGE. For media shift experiments, *N. crassa* cultures were first grown on 100 mL 1× Vogel’s salts supplemented with 2% (*w*/*v*) sucrose for 16 h, and mycelia were filtered through six layers of gauze and immediately washed with sterilized water at least five times. Then, mycelia were transferred into new media containing 100 mL 1× Vogel’s salts with 2% (*w*/*v*) ground straws for the indicated time (2, 4, and 6 h) at 25°C, 200 rpm.

For transcription factor mutant screening, conidia were inoculated at 10^6^ conidia/mL into a 250-mL flask with 100 mL 1× Vogel’s minimal medium with 2% ground corn straw as the sole carbon source then cultured for 7 days at 25°C, with shaking at 200 rpm under constant light.

### RNA extraction, sequencing, and data analysis

Cultured mycelia were harvested after the indicated growth time via filtration and immediately frozen in liquid nitrogen. Total RNA from frozen samples was isolated with TRIzol reagent (Invitrogen, Carlsbad, CA, USA) as previously described [12] and further treated with DNase I (RNeasy Mini Kit, QIAGEN, Hilden, Germany). RNA concentration was measured with a Nanodrop 2000c (Thermo Scientific, Waltham, MA, USA), and RNA integrity was checked by agarose gel electrophoresis. The total RNA of two biological replicate samples was extracted separately, mixed together after measuring the quality of each sample, and used for high-throughput RNA sequencing.

The qualified RNA was prepared using the standard protocol from Shenzhen BGI (Shenzhen, China) and sequenced on the Illumina HiSeq™ 2000 platform (San Diego, CA, USA). Prior to reads mapping, adaptors and low quality reads were removed based on the BGI standard process (www.genomics.cn). Total clean reads were mapped against predicted transcripts from the *N. crassa* OR74A genome (version 12) [40] using TopHat (version 2.0.8b) [41] with at most two mismatches. Raw counts of reads mapped to unique exons were calculated by HTSeq (version 0.6.0) [42] and used for both normalizing transcript abundance (RPKM, reads per kilobase per million mapped reads [43]) and differential gene expression analysis using GFOLD (version 1.1.0) [27] and DEGseq [28]. Genes with GFOLD ≥ 1.6 (log_2_ fold change ≥ 1.6) and DEGseq *P* value < 1e-4 were considered significantly differentially expressed between growth conditions. RNA-Seq raw data are available at the Gene Expression Omnibus under accession number GSE60986. The GFOLD values of genes commonly upregulated by the five crop residues were hierarchically clustered with HCE software (version 3.5) [30]. The complete linkage method with Euclidean distance as the similarity metric was used for cluster generation.

For PCA, the RNA-Seq reads of *N. crassa* grown on sucrose, BS, CS, RS, SS, and WS were the input data of DESeq [44], which calculated the eigenvectors for each sample by eigenvalue decomposition of the corresponding sample covariance matrix. The first two principle components of each eigenvector were plotted by it [44], with each point representing a biological sample. This type of analysis is useful for determining of sample-to-sample distances and batch effects [44]. Although PCA represents the total variance, the PCA plot displayed only the most important component of each sample.

### Quantitative real-time PCR

qRT-PCR was performed using the iScript cDNA Synthesis Kit and IQ SYBR Green Supermix (Bio-Rad, Hercules, CA, USA) or SYBR Green Realtime PCR Master Mix (TOYOBO, Osaka, Japan) according to the manufacturers’ instructions on a CFX96 real-time PCR detection system (Bio-Rad). Each reaction was done in triplicate. The actin gene (NCU04173) was used as an endogenous control for all experiments. All primers used in this study are listed in Additional file 12: Table S8. Relative expression level of each gene was calculated using the Livak method (2^−ΔΔCt^).

### Measurement of crop residue composition

Agricultural crop residue composition was measured according to the analytical procedure of the National Renewable Energy Laboratory (NREL; http://www.nrel.gov/). Briefly, 300 ± 1 mg biomass powder was transferred to a capped vessel with the addition of 3 mL 72% (*w*/*w*) sulfuric acid and incubated at 30°C in a water bath for 1 h. During this time, the vessel was vortexed at a maximum speed of 5 s every 10 min. After incubation, 84 mL deionized water was added, and the mixture was carefully transferred to a capped bottle. The mixture was then autoclaved for 1 h at 121°C. The hemicellulosic glucose analysis was previously described [45]. Briefly, 50 ± 1 mg biomass was shortly mixed with 14.5 mL of 4% (*w*/*w*) sulfuric acid before autoclaving. Finally, the concentration of monosaccharides was determined by high-performance liquid chromatography (HPLC; Waters e2695, Manchester, UK) using a Waters 2414 refractive index detector and Aminex HPX-87H Column (Bio-Rad). Elution was performed at 63°C with 5 mM sulfuric acid at a flow rate of 0.6 mL/min. The content of cellulose and hemicellulose in the crop residues was calculated by the following formulas: %cellulose (*w*/*w*) = [(*C*_total glucose_ − *C*_hemicellulosic glucose_) × 86.73 × 0.9 × 100]/300, %hemicellulose (*w*/*w*) = [(*C*_xylose_ + *C*_arabinose_) × 86.73 × 0.88 × 100 + *C*_hemicellulosic glucose_ × 86.73 × 0.9 × 100]/300, where, *C*_monosaccharide_ is the concentration (mg/mL) of a sugar as determined by HPLC.

For acid insoluble lignin, the precipitate of the autoclaved mixture above was dried at 75°C until constant weight then ashed using a muffle furnace with a ramping program at 575°C for 3 h. The sample was weighed again after cooling. The content of acid insoluble lignin was calculated by the formula: %acid insoluble lignin (*w*/*w*) = (*W*_precipitation_ − *W*_acid-insoluble ash_) × 100/300. The absorbance at 320 nm of the hydrolysis supernatant was measured with a UV-1800 spectrophotometer (Shimadzu, Kyoto, Japan) and used to calculate acid soluble lignin by the formula: %acid soluble lignin (*w*/*w*) = OD_320_ × 86.73 × 100/30/300.

For ash determination, 600 ± 1 mg dried biomass powder was ashed using a muffle furnace at 575°C for 3 h. The content was calculated by the formula: %ash (*w*/*w*) = *W*_ash_ × 100/600.

### Enzyme activity and dry weight assays

The total extracellular protein content was determined using the Bradford (Bio-Rad) method with BSA as a standard. The endo-glucanase and endo-xylanase activities were measured using the azo-CMC/xylan kit (Megazyme, Wicklow, Ireland) according to the manufacturer’s instructions. The exo-glucanase activity was assessed using *p*-nitrophenol-D-cellobioside (pNPC; Sigma-Aldrich) as the substrate. Briefly, a 250-μL culture supernatant that was diluted with 50 mM sodium citrate (pH 4.8) was added to 250 μL of 1 mg/mL pNPC, then incubated immediately for 10 min at 50°C. The reaction mixture was terminated by adding 500 μL of 1 M sodium carbonate and determined at 420 nm by a UV-1800 spectrophotometer (Shimadzu). One unit (U) of exo-glucanase activity was defined as the amount of enzyme that liberates 1 μmol of pNP per min.

Mycelia grown on sucrose or glucose for 16 h were harvested, dried, and weighed. Biomass dry weight of corn straw cultures was indirectly measured as previously described [46]. Briefly, a 5-mL culture broth was centrifuged at 3,220 × *g* for 5 min, the supernatant was discarded, and 3 mL acetic acid (80%, *v*/*v*):nitrate (10:1, *v*/*v*) reagent was added to solubilize fungal biomass by boiling in water for 2 h. The reaction mixture was then centrifuged, dried, and weighed. Mycelial dry weight was defined as the dry weight of the original 5-mL culture minus that of the reaction mixture.

### Statistical significance tests and data plotting

Statistical significance tests between two conditions were performed using a two-tailed Student’s *t*-test. Enrichment analysis involved the identification of one functional category or gene group that was overrepresented in a whole gene collection. Significant enrichment was analyzed by a one-tailed Fisher’s exact test (http://www.langsrud.com/stat/fisher.htm) unless otherwise indicated. For all tests, *P < 0.05, **P < 0.01. Data were plotted using the R program platform (http://www.r-project.org/). Venn diagrams were constructed with a web tool from Ghent University (http://bioinformatics.psb.ugent.be/webtools/Venn/).

## Additional files

Additional file 1: Table S1. Chemical composition of five crop residues. BS, barley straw; CS, corn straw; RS, rice straw; SS, soybean straw; WS, wheat straw. Values represent the mean ± standard deviation of at least three replicates. ^a^The percentages of three monosaccharides in each residual hemicellulose are shown in brackets in the order hemicellulosic glucose, xylose, and arabinose. Additional file 2: Figure S1. Phenotype of *Neurospora crassa* grown on five crop residues (2%, *w*/*v*) for 30 h and 2% sucrose for 16 h. Scale bar = 100 um. Additional file 3: Table S2. Gene expression profiles and differential expression analysis of RNA-Seq data. For all genes RPKM, log_2_ fold change, and *P* value on each crop residue versus sucrose were calculated. Additional file 4: Table S3. Functional category analysis (FunCat) of up/downregulated genes. Sheet 1: functional category analysis (FunCat) of upregulated genes excluding the 430-gene biomass commonly induced core set; sheet 2: functional category analysis (FunCat) of downregulated genes. Additional file 5: Table S4. Hierarchical clustering and functional category analysis of 430 biomass commonly induced core set genes. Sheet 1: clustering analysis of 430-gene biomass commonly induced core set (BICS); sheet 2: functional category analysis (FunCat) of 430-gene BICS. Additional file 6: Table S5. Functional classification of biomass and polysaccharide regulons. Sheet 1: regulons induced by various lignocellulosic substrates in *N. crassa*; sheet 2: functional classification of lignocellulolytic regulons. Additional file 7: Table S6. CAZome elicited by five crop residues. Sheet 1: the CAZome of *N. crassa* genome; sheet 2: upregulated CAZy genes of *N. crassa* induced by various lignocellulosic substrates. Additional file 8: Figure S2. Phenotype of mutant Δ*rca-1* versus wild type (WT) grown on three polysaccharides, Avicel for 7 days, xylan for 4 days, and pectin for 4 days. (A)–(D) Relative levels of secreted proteins, cellulose hydrolysis activity (CMCase), exo-glucanase activity (pNPCase), and xylanase activity of Δ*rca-1* versus WT grown on the indicated carbon source. Values represent the means of three replicates; error bars show standard deviation. Additional file 9: Figure S3. Phenotype of mutant Δ*rca-1* versus WT grown on four non-corn crop residues. (A) Relative levels of secreted proteins and xylanase activities of Δ*rca-1* versus WT grown on indicated crop straws for 4 days. (B) SDS-PAGE of secreted proteins of WT and Δ*rca-1*. (C) Induction of tested CAZy genes and lignocellulolytic regulators in WT and Δ*rca-1* mutant after transfer to soybean straw for 4 h from 16-h sucrose grown culture. Values represent the means of three replicates; error bars show standard deviation. Additional file 10: Figure S4. Genotypes of mutant Δ*rca-1* × Δ*cre-1* progeny identified by PCR and 1.5% (*w*/*v*) agarose gel electrophoresis. F1-Δ*rca-1*, the Δ*rca-1* progeny; F1-Δ*rca-1*; Δ*cre-1*, the *rca-1* and *cre-1* double deletion progeny; *hph*, hygromycin phosphotransferase gene; M, oligo-nucleotide marker. For each isolate, from left to right, PCR products present the genes *cre-1*, *hph* in *cre-1* locus, *rca-1*, and *hph* in *rca-1* locus. If one isolate had DNA bands only in the lanes “cre-1” and “rca-1”, it was wild type. Conversely, if one isolate had DNA bands in the lanes “cre-1-hph” and “rca-1-hph” and no bands in the “cre-1” or “rca-1” lanes, it was an F1-Δ*rca-1*; Δ*cre-1* progeny. If it only showed bands in “cre-1” and “rca-1-hph” lanes, it was an F1-Δ*rca-1* progeny. Additional file 11: Table S7. Myb-binding site prediction in the upstream 1-kb promoter region of the CAZome of *N. crassa*. “F” represents forward strand; “C” represents complement strand. Additional file 12: Table S8. Primers used in this study.

## Abbreviations

AA: Auxiliary activity family
BICS: Biomass commonly induced core set
BR: Biomass regulon
BS: Barley straw
BSS: Biomass shared set
BUS: Biomass unique set
CAZome: Carbohydrate-active enzyme proteome
CAZy: Carbohydrate-active enzyme
CE: Carbohydrate esterase
CMCase: Carboxy-methyl-cellulose enzyme
CS: Corn straw
DMC: Direct microbial conversion
FGSC: Fungal Genetics Stock Center
GEO: Gene expression omnibus
GH: Glycoside hydrolase
HPLC: High-performance liquid chromatography
LPMO: Lytic polysaccharide monooxygenase
PCA: Principle component analysis
pNPC: *p*-nitrophenol-D-cellobioside
pNPCase: *p*-nitrophenol-D-cellobioside enzyme
PUS: Polysaccharides unique set
qRT-PCR: Quantitative real-time reverse transcription polymerase chain reaction
RPKM: Reads per kilobase per million mapped reads
RS: Rice straw
SDS-PAGE: Sodium dodecyl sulfate polyacrylamide gel electrophoresis
SS: Soybean straw
WT: Wild type
YE: Yeast extract

## References

[1] Kubicek CP (2012). Fungi and lignocellulosic biomass.

[2] Carroll A, Somerville C (2009). Cellulosic biofuels. Annu Rev Plant Biol..

[3] Sarkar N, Ghosh SK, Bannerjee S, Aikat K (2012). Bioethanol production from agricultural wastes: an overview. Renew Energ..

[4] Menon V, Rao M (2012). Trends in bioconversion of lignocellulose: biofuels, platform chemicals & biorefinery concept. Prog Energ Combust..

[5] Popper ZA, Michel G, Hervé C, Domozych DS, Willats WGT, Tuohy MG (2011). Evolution and diversity of plant cell walls: from algae to flowering plants. Annu Rev Plant Biol..

[6] Alvira P, Tomás-Pejó E, Ballesteros M, Negro MJ (2010). Pretreatment technologies for an efficient bioethanol production process based on enzymatic hydrolysis: a review. Bioresour Technol..

[7] Parisutham V, Kim TH, Lee SK (2014). Feasibilities of consolidated bioprocessing microbes: from pretreatment to biofuel production. Bioresour Technol..

[8] Lynd LR, Zyl WH, McBride JE, Laser M (2005). Consolidated bioprocessing of cellulosic biomass: an update. Curr Opin Biotechnol..

[9] Roche CM, Glass NL, Blanch HW, Clark DS (2014). Engineering the filamentous fungus *Neurospora crassa* for lipid production from lignocellulosic biomass. Biotechnol Bioeng..

[10] Xu Q, Singh A, Himmel ME (2009). Perspectives and new directions for the production of bioethanol using consolidated bioprocessing of lignocellulose. Curr Opin Biotechnol..

[11] Kolbusz MA, Di Falco M, Ishmael N, Marqueteau S, Moisan M-C, Baptista CS (2014). Transcriptome and exoproteome analysis of utilization of plant-derived biomass by Myceliophthora thermophila. Fungal Genet Biol..

[12] Tian C, Beeson WT, Iavarone AT, Sun J, Marletta MA, Cate JHD (2009). Systems analysis of plant cell wall degradation by the model filamentous fungus *Neurospora crassa*. Proc Natl Acad Sci U S A..

[13] Delmas S, Pullan ST, Gaddipati S, Kokolski M, Malla S, Blythe MJ (2012). Uncovering the genome-wide transcriptional responses of the filamentous fungus *Aspergillus niger* to lignocellulose using RNA sequencing. PLoS Genet..

[14] Berka RM, Grigoriev IV, Otillar R, Salamov A, Grimwood J, Reid I (2011). Comparative genomic analysis of the thermophilic biomass-degrading fungi *Myceliophthora thermophila* and *Thielavia terrestris*. Nat Biotech..

[15] Bischof R, Fourtis L, Limbeck A, Gamauf C, Seiboth B, Kubicek CP (2013). Comparative analysis of the *Trichoderma reesei* transcriptome during growth on the cellulase inducing substrates wheat straw and lactose. Biotechnol Biofuels..

[16] Ries L, Pullan S, Delmas S, Malla S, Blythe M, Archer D (2013). Genome-wide transcriptional response of Trichoderma reesei to lignocellulose using RNA sequencing and comparison with *Aspergillus niger*. BMC Genomics..

[17] Znameroski EA, Glass NL (2013). Using a model filamentous fungus to unravel mechanisms of lignocellulose deconstruction. Biotechnol Biofuels..

[18] Colot HV (2006). A high-throughput gene knockout procedure for *Neurospora* reveals functions for multiple transcription factors. Proc Natl Acad Sci U S A..

[19] Dunlap JC, Borkovich KA, Henn MR, Turner GE, Sachs MS, Glass NL (2007). Enabling a community to dissect an organism: overview of the *Neurospora* functional genomics project. Adv Genet..

[20] Coradetti ST, Craig JP, Xiong Y, Shock T, Tian C, Glass NL (2012). Conserved and essential transcription factors for cellulase gene expression in ascomycete fungi. Proc Natl Acad Sci U S A..

[21] Sun J, Tian C, Diamond S, Glass NL (2012). Deciphering transcriptional regulatory mechanisms associated with hemicellulose degradation in *Neurospora crassa*. Eukaryot Cell..

[22] Benz JP, Chau BH, Zheng D, Bauer S, Glass NL, Somerville CR (2014). A comparative systems analysis of polysaccharide-elicited responses in *Neurospora crassa* reveals carbon source-specific cellular adaptations. Mol Microbiol..

[23] Glass NL, Schmoll M, Cate JH, Coradetti S (2013). Plant cell wall deconstruction by ascomycete fungi. Annu Rev Microbiol..

[24] Gang L, Lei S (2007). Quantitative appraisal of biomass energy and its geographical distribution in China. J Nat Resour..

[25] Kim S, Dale BE (2004). Global potential bioethanol production from wasted crops and crop residues. Biomass Bioenerg..

[26] Cantarel BL, Coutinho PM, Rancurel C, Bernard T, Lombard V, Henrissat B (2009). The Carbohydrate-Active EnZymes database (CAZy): an expert resource for glycogenomics. Nucleic Acids Res..

[27] Feng J, Meyer CA, Wang Q, Liu JS, Liu XS, Zhang Y (2012). GFOLD: a generalized fold change for ranking differentially expressed genes from RNA-seq data. Bioinformatics..

[28] Wang L, Feng Z, Wang X, Wang X, Zhang X (2010). DEGseq: an R package for identifying differentially expressed genes from RNA-seq data. Bioinformatics..

[29] Ruepp A, Zollner A, Maier D, Albermann K, Hani J, Mokrejs M (2004). The FunCat, a functional annotation scheme for systematic classification of proteins from whole genomes. Nucleic Acids Res..

[30] Seo J, Bakay M, Chen Y-W, Hilmer S, Shneiderman B, Hoffman EP (2004). Interactively optimizing signal-to-noise ratios in expression profiling: project-specific algorithm selection and detection p-value weighting in affymetrix microarrays. Bioinformatics..

[31] Levasseur A, Drula E, Lombard V, Coutinho PM, Henrissat B (2013). Expansion of the enzymatic repertoire of the CAZy database to integrate auxiliary redox enzymes. Biotechnol Biofuels..

[32] Shen W-C, Wieser J, Adams TH, Ebbole DJ (1998). The *Neurospora rca-1* gene complements an *aspergillus flbD* sporulation mutant but has no identifiable role in *Neurospora* sporulation. Genetics..

[33] Sun J, Glass NL (2011). Identification of the CRE-1 Cellulolytic regulon in Neurospora crassa. PLoS ONE..

[34] Wieser J, Adams TH. *flbD* encodes a Myb-like DNA-binding protein that coordinates initiation of *Aspergillus nidulans* conidiophore development. Genes Dev. 1995;9:491–502.10.1101/gad.9.4.4917883170

[35] Qin Y, Bao L, Gao M, Chen M, Lei Y, Liu G (2013). *Penicillium decumbens* BrlA extensively regulates secondary metabolism and functionally associates with the expression of cellulase genes. Appl Microbiol Biotechnol..

[36] Mathelier A, Zhao X, Zhang AW, Parcy F, Worsley-Hunt R, Arenillas DJ (2014). JASPAR 2014: an extensively expanded and updated open-access database of transcription factor binding profiles. Nucleic Acids Res..

[37] Thomas-Chollier M, Defrance M, Medina-Rivera A, Sand O, Herrmann C, Thieffry D (2011). RSAT 2011: regulatory sequence analysis tools. Nucleic Acids Res..

[38] McCluskey K (2003). The Fungal Genetics Stock Center: from molds to molecules. Adv Appl Microbiol..

[39] Vogel HJ (1956). A convenient growth medium for *Neurospora*. Microb Genet Bull..

[40] Galagan JE, Calvo SE, Borkovich KA, Selker EU, Read ND, Jaffe D (2003). The genome sequence of the filamentous fungus *Neurospora crassa*. Nature..

[41] Trapnell C, Roberts A, Goff L, Pertea G, Kim D, Kelley DR (2012). Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. Nat Protoc..

[42] Anders S, Pyl PT, Huber W (2015). HTSeq - a Python framework to work with high-throughput sequencing data. Bioinformatics..

[43] Mortazavi A, Williams BA, McCue K, Schaeffer L, Wold B (2008). Mapping and quantifying mammalian transcriptomes by RNA-Seq. Nat Methods..

[44] Anders S, Huber W (2010). Differential expression analysis for sequence count data. Genome Biol..

[45] Bauer S, Ibáñez AB (2014). Rapid determination of cellulose. Biotechnol Bioeng..

[46] Updegraff DM (1969). Semimicro determination of cellulose in biological materials. Anal Biochem..

How the deposited data were processed for this re-analysis (not part of the article)

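RNA-Seq of *N. crassa* was available for 6 conditions: growth for 30 h on 2% barley, corn, rice, soybean or wheat straw and for 16 h on 2% sucrose. Each condition has 1 library, for which RNA of 2 cultures was pooled. The authors mapped the reads with TopHat 2.0.8b to the *N. crassa* OR74A genome (release 12) and counted them on each gene with HTSeq 0.6.0, and the deposited count values are these whole numbers, without normalization. The RPKM value that the authors deposited beside each count is that count divided by the gene's length and by a library total that is larger than the sum of the counts over genes. The mapping of libraries to conditions was taken from the sample labels and the methods of the paper.

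The 9730 genes were used without a filter on low counts. The totals of counts per library ranged from 21625187 (sucrose) to 23461234 (rice straw). A share of 3 counts, taken as the smallest that can be shown, is 1.28e-05% to 1.39e-05%, and 95% Wilson intervals were computed for shares of counts. With 1 library per condition, no error between cultures can be estimated. The 95% intervals of fold changes are quantiles of posterior distributions that cover counting noise only, no test could be made over splits of the libraries, and no difference has a replicate check.

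Each straw was compared with sucrose, 5 comparisons in all. The straw library was scaled by the median of the count ratios to sucrose over genes with counts in both libraries. GFOLD 1.1.0 and DEGseq, which the authors used, were not available and were re-implemented in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3). The log2 fold change is that of the counts with 0.5 added. The GFOLD-style value is the 1% posterior quantile of the log2 fold change nearer to 0. The p-value is that of DEGseq's MA-plot method with the random sampling model, with 0.5 in place of a count of 0. Genes were called upregulated at a GFOLD-style value of at least 1.6, and downregulated at or below -1.6, each with a p-value below 0.0001. These thresholds are the paper's.

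The re-implementation was checked against the 1998 genes of Table S2 that could be read. For genes with more than 20 counts, the values of Table S2 lay below those computed here by a constant for each straw. Table S2 minus the value here was -0.019 (barley), -0.054 (corn), -0.022 (rice), -0.006 (soybean) and -0.022 (wheat) on the log2 scale. After removal of the constant, both differed by at most 0.00033. For genes with up to 20 counts, the median difference, taken in the same direction, was between -0.153 and -0.129, and the largest 0.59 in size. Over the 5 straws, Table S2 has 666 upregulated calls for these genes, all of which were made here too among 687, and 145 downregulated calls, of which 138 were made here among 139. The scripts were also tested on simulated counts with 200 changed genes: 194 of them were recovered with their pattern over the straws, and none of 9530 unchanged genes was called. This simulation had counting noise and no spread between cultures. Its changes all exceeded the threshold, in genes that did not have few counts, so it says little about errors in the real calls. For genes with at least 10 counts in every library, the 95% intervals held the true value for 94.97% of the values. The intervals of genes with fewer counts were not covered by this check.

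Principal components were computed on the 500 most variable genes after the variance stabilizing transformation of DESeq2 1.42.0 in R 4.3.3. The distance of soybean straw is the Euclidean distance over these genes from the mean of the monocot straws, divided by the mean distance of each monocot straw from the mean of the other three. The gene sets of the paper (clusters, regulons, functional categories and CAZy genes) were read from Tables S3 to S6. The clusters, the biomass regulon with its parts and the straw lists of Table S3 were selected from these same libraries. Calling their genes again here checks the re-implementation and is no independent evidence. Enrichment was tested with a 1-tailed Fisher's exact test over 12 categories with Benjamini-Hochberg adjustment. The genes named in the text were fixed by a rule: every gene that the paper names for the RNA-Seq data, the 5 commonly upregulated genes with the largest lowest GFOLD-style value, the 3 commonly downregulated genes with the largest decrease on every straw, and 3 genes each with the largest gap between straws among those unique to corn straw, unique to soybean straw, and missing on soybean straw only.

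The alternatives were TMM factors of edgeR 4.0.16, total counts, or a median of ratios without the 100 genes with the highest mean in place of the normalization; the plain log2 fold change in place of the GFOLD-style value; the exact test of edgeR with an assumed coefficient of variation of 0.2 or 0.4 between cultures, with Benjamini-Hochberg adjusted p-values below 0.05 and a log2 fold change of at least 1.6, in place of the DEGseq p-value; thresholds of 1.0 and 2.0; filters of at least 10 counts in 1 library or in every library; counts thinned to the smallest total; 1 added to each count for the genes named; other transformations and gene numbers for the principal components; and each straw left out in turn for the common sets. A quasi-likelihood fit of edgeR with the 5 straws as 1 group was made for the common set only, since the main test of single libraries cannot use it. The qRT-PCR, enzyme, mutant and no-carbon data and the data of growth on Avicel, xylan and pectin were not analysed here. No genome sequence was used here, so that promoter sequences and gene coordinates were left out.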

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

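On corn straw only, 117 genes were downregulated, a set that the paper's text does not describe; it was flagged because it lies outside the genes that the paper discusses. The sets on the other straws were 2 (barley), 13 (rice), 47 (soybean) and 3 (wheat) genes. A fixed threshold that cuts a graded response is a candidate explanation. The median over the genes of the mean log2 fold change on the other straws was -0.84, slightly larger in size than the limit of 0.8 set for it. By straw, the median was -1.06 on wheat and -0.84 on rice straw, but fell short of the limit on barley (-0.73) and soybean straw (-0.51). The change was negative for 94 (soybean) to 114 (wheat) of the 117 genes. All straws share the sucrose library, which favours changes of the same sign. Low counts explain little, since 99.1% of the genes remained with at least 10 counts in every library, and 100% were still called on corn straw only after thinning, which changes little as the totals are close. With total counts as the normalization, 72.6% were still called on corn straw only. The pattern thus cannot be told apart from a threshold effect, although the values that passed the limit did so narrowly or on some straws only. With a threshold of 1.0, 388 genes were downregulated on corn straw only, so that a lower threshold did not remove such a set. The difference between corn straw and the other straws was not tested, as there are no replicates.

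The log2 fold change on soybean straw was 8.4 for NCU10030, 7.19 for NCU10031 and 5.93 for NCU08457, while none of the 3 genes was upregulated on another straw. They were flagged because the paper does not discuss them. The design gives a biological contrast, the only dicot straw against monocot straws, but it rests on 1 library. Low counts are not a likely source, since the lowest of the 3 counts on soybean straw was 1051. Normalization is not either, since with total counts the gap to the next straw was at least 4.21 on the log2 scale. Both predictions were made only after the fold changes had been seen. Reads shared with similar genes, RNA of the straw or of another organism, a mixed or mislabelled library and an event in the pooled cultures could not be tested with these files. The hypothesis that these genes respond to soybean straw therefore cannot be told apart from such explanations.

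No condition has enough libraries for a test of outlying samples or of a difference between single conditions. The quasi-likelihood fit of edgeR, made for the common set only, compared all straws as a group with the sucrose library. It takes the straws as replicates of each other and has no replicate of sucrose. It therefore cannot test a difference between straws or measure the spread between cultures of a condition.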

How the results depend on the processing

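The main settings, the alternatives and the rule for the genes named were chosen before the processed files arrived, except the normalization constants of Table S2, which were chosen after seeing the data. A result counted as unchanged within 1.5 times (counts of genes) or within the error (principal components). By this rule, 34 of the 54 summary results recomputed were unchanged under every alternative, as were 427 of the 490 values of all 54. Among the 34 results are the upregulated genes of barley, rice and wheat straw, the 438 commonly upregulated genes, the 135 genes upregulated on all straws but soybean straw, the CAZy and AA9 genes, the biomass regulon and its overlap with the polysaccharide regulons. Values still moved within the rule: the 438 genes became 300 (exact test, coefficient of variation of 0.4) or 634 (threshold of 1.0). The 490 values include 12 for the paper's shared set as listed, which is the set found here, so they say little. So do the 38 with 10 counts required in at least 1 library, where the number of upregulated genes stayed the same on each straw. Of the 77 results for single genes and short lists, 65 were unchanged, and the other values were 21 moved counts, 3 log2 fold changes no longer past the threshold, 1 newly past it and 1 reversed. The constants of Table S2 changed no count by more than 1.5 times.

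A threshold of 1.0 in place of 1.6 gave 1404 upregulated genes on corn straw and 825 on soybean straw. Downregulated genes were then 242 on barley, 695 on corn, 367 on rice, 360 on soybean and 288 on wheat straw, with 114 in common. Genes upregulated on a single straw were then 27 for barley, 290 for corn, 57 for soybean and 32 for wheat straw, and 134 were shared by soybean straw with 1 to 3 others. A threshold of 2.0 gave 123 (corn), 62 (rice), 81 (soybean) and 53 (wheat) downregulated genes with 32 in common, 7 genes upregulated on barley straw only, and 9 polysaccharide or carbohydrate metabolism genes upregulated on at least 2 straws. Many fold changes lie between 1 and 2 on the log2 scale, so that sets defined by absence from other straws may depend on where the threshold is put.

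Assuming a coefficient of variation of 0.4 between cultures, the edgeR exact test left 35 (barley), 90 (corn), 46 (rice), 51 (soybean) and 40 (wheat) downregulated genes with 25 in common, 5 upregulated on barley straw only, 11 on rice straw only and 14 on soybean straw only. It left 43 genes shared by soybean straw with 1 to 3 others, 54 BUS genes upregulated on all straws and 5 polysaccharide or carbohydrate metabolism genes upregulated on at least 2 straws. At 0.2 there were 116 (barley), 185 (rice) and 150 (wheat) downregulated genes, 300 genes upregulated on corn straw only, 27 on wheat straw only and 112 shared by soybean straw with 1 to 3 others. At 0.2 the exact test is paired with the plain log2 fold change, which is not shrunk as the GFOLD-style value is. With the plain log2 fold change and the DEGseq p-value, 182 genes were downregulated on rice straw and 217 on soybean straw, and 277 were upregulated on corn straw only. Since the true spread between cultures is unknown, the range between these settings shows how far the counts rest on it.

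Total counts in place of the median of ratios replace the log2 scaling factors of -0.245 (barley), -0.191 (rice), -0.236 (soybean) and -0.137 (wheat) with 0.032, 0.118, 0.101 and 0.1, which lowers every log2 fold change on these straws and hardly moves those on corn straw. Downregulated genes were then 119 on barley, 196 on rice and 223 on soybean straw. Genes upregulated on barley straw only were 6, on rice straw only 12 and on corn straw only 243. The lowest log2 fold change of NCU05780 over the straws was reversed, to -0.06, while its call on corn straw was kept. With at least 10 counts required in every library, 10 genes were upregulated on wheat straw only, and 11 of the 24 genes of all 4 regulons remained, since genes nearly silent on sucrose are removed.

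In the principal component analysis, PC1 held 87.7% with log2 CPM, 77.2% with DESeq2's regularized log, 73.9% over all genes with at least 10 counts in at least 1 library and 94.5% over the 100 most variable genes. PC2 held 7%, 11.8%, 12.7% and 3.9% in the same order, and 6% with counts thinned to the smallest total. The distance ratio of soybean straw was 1.94, 1.86, 1.48 and 2.65, and 2 with thinned counts. It stayed above 1 throughout. Its size changed with the number of genes used and, to a smaller extent, with the transformation, and the cause was not tested.

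Leaving out 1 straw at a time gave 440 to 573 commonly upregulated, 53 to 58 commonly downregulated and 82 to 93 common CAZy genes. These sets can only grow when a straw is left out. The replicate block was not run because each condition has 1 library. Alternatives that concern RPKM values only, such as a pseudocount on RPKM, were not run because the files hold counts. Depth limits the genes with few counts: NCU07905 was called on corn straw from 29 counts.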

Differences from the paper's values

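Of the 98 values compared with those of the text, tables and figures, none differed by the rule used, which asks for more than 1.5 times between both values for a count. The largest ratio was 1.3, and the largest difference among 35 GFOLD values of 7 genes was 0.58.

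Some rankings and statements differ. The paper states that soybean straw had the fewest shared and unique genes. Here it had the fewest shared genes (73), and also the fewest when both kinds are counted as 1 set. A difference from this statement arises only if the unique genes are read by themselves. Upregulated on soybean straw only were 23 genes, against 14 on barley, 16 on wheat and 22 on rice straw, and no alternative gave soybean straw the fewest. The paper's Venn diagram has 22 for soybean straw, against 14 on barley, 14 on wheat and 23 on rice straw. Its own unique genes are thus not fewest on soybean straw either. The paper places detoxification genes among those unique to corn straw. Of the 4 listed, 2 were also upregulated on wheat straw here. With total counts or a threshold of 2.0, all 4 were upregulated on corn straw only. The paper gives a range of upregulated AA9 genes over the straws that starts above the 10 found here on every straw. A threshold of 1.0 gave 11 on barley, rice and wheat straw and 12 on corn straw, within the range, and 10 on soybean straw. The edgeR exact test at a coefficient of variation of 0.2 gave 12 on corn straw and 11 on rice and wheat straw, and the plain log2 fold change gave 12 on corn straw and 11 on rice straw.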

Other observations

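Corn straw had the most and soybean straw the fewest upregulated genes. The hypothesis that library depth sets this order was tested by thinning all libraries to the smallest total: corn straw then led the next straw by 174 genes and soybean straw trailed by 140. With TMM factors, total counts or the median of ratios without the 100 highest genes, corn straw led by at least 157 and soybean straw trailed by at least 116; with the constants of Table S2, added after the files arrived, these were 149 and 137. These tests say little, since the totals are close and the total for corn straw is already the smallest of the straws, so that thinning changes little, and total counts lower the other straws against corn straw. With 1 library per straw, an effect of the straws cannot be told apart from differences between cultures.

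More genes were upregulated than downregulated on each straw. The lowest ratio over the straws was 3.73 in the main analysis, 2.07 with total counts, 3.8 with thinned counts and 3.78 without the 100 highest genes in the normalization. The lowest under any setting was 2.02, on corn straw with a threshold of 1.0, so that none brought it to 1 or below. Thinning changes little since the totals are close, and a median over many genes hardly depends on 100 of them. Those checks therefore say little about depth or about a few dominant genes. The straws were harvested at 30 h and sucrose at 16 h, and culture time cannot be told apart from the carbon source in this pattern.

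The genes upregulated on corn straw only could be part of a graded response cut by the threshold. The median over the 156 genes of their mean log2 fold change on the other straws was 1.41, above the limit of 0.8 set for this hypothesis, so that the set cannot be told apart from a threshold effect. All straws were compared with the same sucrose library, where a low value raises every fold change. This test therefore leans towards passing. With at least 10 counts required in every library 75.6% of the genes remained. With total counts 100% remained, but this was fixed by the direction of the scaling, which lowers the other straws against corn straw, and is no evidence.

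The 135 genes not called on soybean straw gave a similar result. Their median log2 fold change on soybean straw was 1.69, and 69.6% remained with at least 10 counts in every library. A graded response with a smaller increase on soybean straw is a candidate explanation. The change was positive for 134 of the genes, but all straws were compared with the same sucrose library. A low value in that library raises the fold change on every straw. The sign therefore cannot show how many of the genes lack a response to soybean straw.

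The paper's range of upregulated AA9 genes could include other auxiliary activities. Every CAZy gene that Table S6 lists for a straw was also called there here, and 10 AA9 genes were called on each straw. Those lists therefore hold at most 10 AA9 genes per straw, which argues against a range of AA9 genes alone. Counting all auxiliary activity genes, 11 to 13 of 25, in place of AA9 genes gave a number within the range on all 5 straws. This prediction was made only after both numbers had been seen, and no biological explanation was tested.

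No gene was upregulated on 1 straw and downregulated on another in the main analysis, so that tests planned for such genes were not run. With a threshold of 1.0 there were 8.

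The share of the library total outside the counted genes was 10.61% on sucrose and 4.03% to 5.49% on the straws. On the log2 scale *xlr-1* (NCU06971) rose by 4.59 (barley) to 5.53 (corn) and *cre-1* (NCU08807) changed by -1.26 (corn) to -0.11 (soybean). The actin gene NCU04173, used as a reference for qRT-PCR, changed by -0.09 (corn) to 0.65 (soybean). With the normalization constants of Table S2, chosen after seeing the values, 436 genes were commonly upregulated.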
